# *Foxm1* haploinsufficiency drives clonal hematopoiesis and promotes a stress-related transition to hematologic malignancy in mice

**DOI:** 10.1172/JCI163911

**Published:** 2023-08-01

**Authors:** Chunjie Yu, Yue Sheng, Fang Yu, Hongyu Ni, Alan Qiu, Yong Huang, Zhijian Qian

**Keywords:** Hematology, Bone marrow differentiation, Hematopoietic stem cells, Leukemias

## Abstract

Clonal hematopoiesis plays a critical role in the initiation and development of hematologic malignancies. In patients with del(5q) myelodysplastic syndrome (MDS), the transcription factor FOXM1 is frequently downregulated in CD34^+^ cells. In this study, we demonstrated that *Foxm1* haploinsufficiency disturbed normal hematopoiesis and conferred a competitive repopulation advantage for a short period. However, it impaired the long-term self-renewal capacity of hematopoietic stem cells, recapitulating the phenotypes of abnormal hematopoietic stem cells observed in patients with MDS. Moreover, heterozygous inactivation of *Foxm1* led to an increase in DNA damage in hematopoietic stem/progenitor cells (HSPCs). *Foxm1* haploinsufficiency induced hematopoietic dysplasia in a mouse model with LPS-induced chronic inflammation and accelerated AML-ETO9a–mediated leukemogenesis. We have also identified Parp1, an important enzyme that responds to various types of DNA damage, as a target of Foxm1. *Foxm1* haploinsufficiency decreased the ability of HSPCs to efficiently repair DNA damage by downregulating *Parp1* expression. Our findings suggest that the downregulation of the Foxm1-Parp1 molecular axis may promote clonal hematopoiesis and reduce genome stability, contributing to del(5q) MDS pathogenesis.

## Introduction

Normal hematopoietic stem cells (HSCs) can self-renew and produce all lineages of blood cells. The majority of HSCs are in a quiescent state under homeostasis, which is characterized by slow proliferation and rare differentiation (1–3). Myelodysplastic syndrome (MDS), a clonal HSC disease, is characterized by aberrant hematopoiesis with a defect in single or multiple lineages (4, 5). Clonal hematopoiesis (CH) is a highly prevalent process in elderly populations that greatly increases the risk of developing hematopoietic malignancies, including MDS, myeloproliferative neoplasms (MPNs), and acute myeloid leukemia (AML) (6, 7). It occurs when a mutated lineage of HSCs undergoes excessive expansion and dominates the process of differentiation (7). Recent studies have identified numerous factors that contribute to CH, including aging, environmental exposures, and germline genetic alteration (8–12). Aging, as a prevalent cause of CH, has been reported to cause accumulation of DNA damage and increase the risk of genetic instability (13–15).

Safeguarding genomic integrity is vital for functional HSCs to maintain hematopoietic homeostasis, considering that unrepaired genetic alteration in HSCs could be spread in the whole HSC pool and propagated to HPCs and mature cells. HSCs have a sophisticated DNA repair system, in which DNA lesions trigger DNA damage response (DDR) and activate different cellular responses, including DNA damage repair, cell cycle checkpoint, and so on, depending on the cell cycle phase and the physiological status of the HSCs with DNA lesions (16–18). The nuclear enzyme PARP-1, a member of the poly(ADP-ribose) polymerase (PARP) protein family, is activated by several forms of DNA damage to maintain genomic integrity (19, 20). PARP-1 has been reported to participate in DNA repair caused by irradiation, chemotherapy, and LPS-induced inflammation (21, 22). While PARP inhibitors (PARPi) have been approved for use in some solid tumors, including ovarian, breast, and prostate cancer (23–25), the effect of PARPi in hematopoietic malignancies is ambiguous (26). Studies have shown that long-term PARPi treatment for solid tumors, particularly ovarian cancer, may increase the risk of developing MDS and AML (27, 28).

Foxm1, a transcription factor in the Fox protein family, is involved in a variety of biological processes, such as cell cycle, cell growth, and cellular senescence, etc. (29). FOXM1 expression has been found to be elevated in various malignancies, such as liver, breast, prostate, and pancreas cancers, as well as others (30, 31). We previously showed that homozygous deletion of *Foxm1* disrupts normal hematopoiesis (32). The *FOXM1* expression level was significantly decreased in CD34^+^ cells from patients with del(5q) MDS (32). To determine whether *Foxm1* downregulation plays a pathogenic role in del(5q) MDS, we characterized the *Foxm1*-haploinsufficient mouse model with or without chronic stress. Notably, we found that *Foxm1* haploinsufficiency disrupted HSC homeostasis in young mice by exiting the quiescent stage and entering the cell cycle. Heterozygous deletion of *Foxm1* resulted in functional exhaustion of HSCs after a series of transplantation. Chronic inflammation stress induced malignant transformation of HSCs in *Foxm1* heterozygous mice, and Foxm1 haploinsufficiency promoted AML-ETO9A–induced (AE9a-induced) MPN/AML. Foxm1 haploinsufficiency significantly inhibited NR4a2 expression and disturbed the lysosome signaling pathway, which may partially contribute to Foxm1 haploinsufficiency–induced long-term HSC exhaustion. More importantly, we showed that Foxm1 acts as a gatekeeper of genome stability in hematopoietic stem/progenitor cells (HSPCs), at least partially through regulation of Parp1. In conclusion, our results suggest that Foxm1 downregulation may contribute to the development of CH and the malignant transformation of HSCs in hematopoietic diseases.

## Results

### Foxm1 haploinsufficiency disrupts HSC homeostasis by pushing HSCs to exit from quiescence and impairs long-term HSC repopulation ability.

To investigate whether Foxm1 downregulation affects hematopoiesis, we employed the *Foxm1*-haploinsufficient mouse model. The *Foxm1*^fl/fl^ mice with loxP-flanked *Foxm1* alleles were crossed with Tie2-Cre transgenic mice to generate Tie2-Cre *Foxm1*^fl/+^ mice, in which 1 allele of the *Foxm1* gene was deleted in HSPCs. Both *Foxm1*^fl/+^ and Tie2-Cre *Foxm1*^fl/+^ mice at 8 weeks of age displayed normal hematological parameters (Supplemental Figure 1, A–D; supplemental material available online with this article; https://doi.org/10.1172/JCI163911DS1). The frequencies of mature myeloid cells, red cells, and B cells in BM and spleen were comparable, while that of immature B cells (B220^+^IgM^–^) was significantly decreased in *Foxm1*-haploinsufficient mice (Supplemental Figure 1, H–L). In addition, the frequencies of hematopoietic progenitor cells (HPCs) as well as subpopulations of myeloid progenitor cells, including common myeloid progenitors(CMPs), granulocyte-monocyte progenitors(GMPs), and megakaryocyte-erythroid progenitors(MEPs), were comparable in *Foxm1*^fl/+^ or Tie2-Cre *Foxm1*^fl/+^ mice, while the frequencies of stem cell-enriched population (LSKs) (Lin^–^c-Kit^+^Sca-1^+^) and HSCs (Lin^–^c-Kit^+^Sca-1^+^CD48^–^CD150^+^) were slightly increased, as determined by flow cytometric analysis (Figure 1A and Supplemental Figure 1F). Interestingly, we observed that the total number of HSCs but not HPCs (Lin^–^c-Kit^+^Sca-1^–^) was increased significantly in Tie2-Cre *Foxm1*^fl/+^ mice as compared with *Foxm1*^fl/+^ (Figure 1, B and C).

Dormant HSCs reside in the G_0_ phase of the cell cycle and enter the cell cycle for proliferation. We examined whether the observed expansion of HSCs was associated with changes in cell cycle status. Flow cytometric analysis of cell cycle by Ki67/DAPI and Pyronin-Y/Hoechst staining revealed a significant decrease in the frequency of cells in the G_0_ phase and a reciprocal increase in G_1_ phase cells in *Foxm1* heterozygous HSCs compared with cells from the control group (Figure 1, D–G). BrdU incorporation assay showed that the frequency of S phase cells was slightly increased in *Foxm1* heterozygous HSCs (Figure 1, H and I). In contrast to the cell cycle alterations, *Foxm1* haploinsufficiency has a marginal effect on the viability of HSCs (Supplemental Figure 1G). To exclude the influence of Tie2-Cre, we characterized mice with Mx1-Cre–mediated *Foxm1* KO. We observed similar phenotypes in Mx1-Cre mice (Supplemental Figure 2). These results suggest that Foxm1 plays a role in HSC homeostasis by maintaining quiescence but does not affect cell survival.

As *Foxm1* haploinsufficiency leads to a significant increase in cycling HSCs, we next examined the reconstitution capacity of HSCs. 5-FU was administered i.p. weekly to *Foxm1* heterozygous mice and littermate control mice to target proliferating cells in BM and activate quiescent HSCs to replenish the hematopoietic system. Sequential treatment with 5-FU can lead to HSC exhaustion and, ultimately, BM failure and death of the animals. Surprisingly, *Foxm1* heterozygous mice had a significantly shorter life span compared with that of control mice (Figure 1J). Consistent with this result, we observed a defective repopulation capacity in *Foxm1* heterozygous KO BM cells in vitro determined by serial replating assays. After the first plating, we observed comparable numbers of colonies. However, in the second plating, *Foxm1* heterozygous HSPCs gave rise to significantly more colonies, while they produced significantly fewer colonies in the third plating compared with control HSPCs (Figure 1K). These results suggest that *Foxm1* haploinsufficiency initially enhances the short-term repopulation ability of HSPCs but eventually leads to exhaustion of their repopulation capacity in vitro.

### Foxm1 haploinsufficiency impaired repopulating potential of HSCs.

To further investigate whether *Foxm1* haploinsufficiency influences the long-term repopulating potential of HSPCs in vivo, we performed a competitive repopulation assay. Whole BM cells from *Foxm1*^fl/+^ or Tie2-Cre *Foxm1*^fl/+^ mice (CD45.2^+^) were transplanted along with an equal number of CD45.1^+^CD45.2^+^ WT BM cells into lethally irradiated CD45.1^+^ WT recipients (Figure 2A). For serial BM transplantation, equal numbers of BM cells from each group 4 months after transplantation were transplanted into secondary or tertiary recipients. Donor-derived peripheral blood (PB) cells and WT competitor-derived PB cells were determined by flow cytometry each month. Strikingly, we observed an increased contribution of *Foxm1*-haploinsufficient BM cells to PB during the first 2 transplantation cycles (Figure 2B). In addition, we evaluated HSPCs at the fourth month after the second transplantation. Flow cytometry analysis revealed that *Foxm1*-haploinsufficient HSPCs outcompeted their WT counterparts, suggesting that *Foxm1*-haploinsufficient HSPCs cells have a competitive self-renewal advantage over the control HSPCs (Figure 2C). However, in the third transplantation, we observed a significant decrease in the proportion of PB cells derived from *Foxm1*-haploinsufficient HSPCs (Figure 2B). In the BM of recipients, the ratio of *Foxm1* heterozygous cells was also significantly decreased in HSPCs and downstream myeloid progenitor cells, along with mature myeloid cells (Figure 2D). To further validate the “up-and-down” effect conferred by *Foxm1* haploinsufficiency in the setting of competitive repopulation, we used Mxl-Cre *Foxm1*^fl/+^ mice to examine long-term repopulation potential. Consistently, *Foxm1*-haploinsufficient HSPCs exhibited a robust repopulation ability in the first round of transplantation, while they showed a remarkable decrease of repopulation ability in PB and BM in the secondary transplantation (Supplemental Figure 3).

### Foxm1-haploinsufficient mice developed hematopoietic dysplasia under long-term chronic stress.

Inflammation has been reported as one of the factors that contributes to hematopoietic disorders (33, 34). Prolonged exposure to inflammatory stimuli has been shown to have a long-lived impairment on HSC function and accelerate hematopoiesis aging (35). Individuals usually undergo chronic low-level inflammation during aging, which may also promote age-associated hematologic diseases (34). To investigate the role of Foxm1 in hematopoiesis under inflammatory conditions, we administered long-term low-dose injections of LPS to mimic a chronic inflammation environment in animals (36, 37). The recipient mice transplanted with BM cells from *Foxm1* heterozygous mice or littermate control mice were treated with a low dose of LPS twice every week. After 2 months of injections, we found that the mice transplanted with BM cells from *Foxm1* heterozygous mice developed multilineage cytopenia, characterized by significantly decreased white blood cells, red blood cells, and hemoglobin, while the number of platelets did not change (Figure 3, A–D). In addition, we noted the presence of nucleated red blood cells with nuclear irregularities (Figure 3H), which is a frequently observed morphological feature in patients with MDS. We subsequently performed flow cytometric analysis on the mice. The results indicate that the total numbers of HSCs and progenitors were significantly decreased in *Foxm1*-haploinsufficient mice compared with that in control WT mice (Figure 3, E–G). Taken together, these data suggest that *Foxm1* haploinsufficiency is more prone to develop hematopoietic malignancy under inflammatory stress.

### The molecular pathways that are deregulated in Foxm1 heterozygous HSPCs.

To determine the mechanism by which *Foxm1* haploinsufficiency impairs HSC functions, we performed RNA-Seq analysis on long-term HSCs isolated from *Foxm1* heterozygous mice and WT mice at 8 weeks of age. 

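Foxm1 itself was lower in each of the 3 Foxm1 HET libraries than in each of the 3 WT libraries. Its read counts were 1182, 2615 and 2942 in WT replicates 1, 2 and 3 and 659, 5 and 742 in Foxm1 HET replicates 1, 2 and 3. Foxm1 lies on chromosome 6 of GRCm38 from 128362994 to 128375886. Its log2 CPM (read counts scaled to library size) were 6.71 ± 0.90 (SD, n = 3) in WT and 2.68 ± 2.52 (SD, n = 3) in Foxm1 HET. The log2 fold change was -3.30 (standard error 2.33, adjusted p = 0.961 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The genotypes did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow), and the log2 fold change ranged from -3.57 to -2.69 when each library was left out in turn. Of the exon bases of Foxm1, 2.06% also belong to another annotated gene, so the counting could have split those reads between genes.

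The libraries were made from LT-HSCs sorted from the BM of mice at 8 weeks of age. According to the paper, RNA was isolated with Trizol, libraries were prepared with a Clontech kit, and single reads of 50 bp were aligned to GRCm38 with STAR 2.7.2b. The sample labels name Trizol and also a column-based extraction, removal of ribosomal RNA and a stranded total RNA library. The authors deposited the number of reads counted on each of 27179 genes, without normalization, and a normalized table of 12179 genes on a log2 scale. Reads counted on genes came to 20077023, 23012808 and 21525836 in the WT libraries and 25454418, 14573002 and 25798509 in the Foxm1 HET libraries. The paper gives a sequencing depth of 50 M reads per sample, and the values here use the counted reads.

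Genes with at least 10 reads numbered 7857, 6838 and 5963 in WT and 9894, 4467 and 9426 in Foxm1 HET. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 took between 20.1% and 26.1% of the counts of a library. Across the 8195 genes tested, Pearson's r of log2 CPM was between 0.289 and 0.327 for pairs of WT libraries. It was between 0.358 and 0.441 for pairs of Foxm1 HET libraries and between 0.306 and 0.443 for pairs of different genotype. The correlations are across genes, which are not independent replicates. Counts were scaled by edgeR's TMM method after genes with low counts were left out, and the choice of scaling, filter and test could each change the numbers.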

The heatmap showed that 273 genes were upregulated and 303 genes were downregulated in *Foxm1* heterozygous LT-HSCs (Figure 4A). 

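Of the 8195 genes tested, 494 had an unadjusted p under 0.05, of which 282 were higher and 212 lower in Foxm1 HET LT-HSCs. The median standard error of the log2 fold change over all genes tested was 2.59. After Benjamini-Hochberg adjustment over all genes tested, 27 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, with 26 higher and 1 lower. None of the 27 is a gene the paper names for HSC expression. DESeq2's Wald test on the same counts, with its outlier cut-off turned off, gave 409 genes with an adjusted p under 0.05. This was the alternative that moved the number most. The 3 libraries of each genotype did not overlap for 711 genes, or 8.68% of those tested, where chance alone gives 10%.

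Among the 27 genes, 11 had genotypes that did not overlap. The largest increases among these were in Syde1, Maf1, Gid8 and Cep57l1. Maf1 (chromosome 15, 76351294 to 76354378) had 6, 7 and 18 reads in WT and 574, 22115 and 840 in Foxm1 HET replicates 1, 2 and 3. Its log2 fold change was 10.98 (standard error 2.20, adjusted p = 0.00151). Leaving out each library in turn moved this estimate between 5.00 and 11.91. Syde1 had 0, 2 and 3 reads in WT and 523, 3942 and 12 in Foxm1 HET, so its increase is set against counts at the floor of 3 reads. Gid8, 5.84% of whose 50-base transcript stretches also occur in other genes, had 74, 13317 and 86 reads in Foxm1 HET against 6, 1 and 13 in WT, and Cep57l1 had 76, 10926 and 42 against 11, 3 and 9. In all 4 genes Foxm1 HET replicate 2 held the highest count. Map1s was the 1 gene that was lower, with 7388, 821 and 27346 reads in WT and 11, 15 and 13 in Foxm1 HET (log2 fold change -9.52, standard error 2.24, adjusted p = 0.0106).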

Nr4a2, a key regulator of HSC quiescence (38), was significantly downregulated as a result of the heterozygous deletion of *Foxm1* in HSCs (Figure 4B). 

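The change in lysosomal genes was measured on a list of 120 genes of lysosomal enzymes, membrane proteins and transport factors. The list was drawn up from general knowledge, and the KEGG gene set itself was not used here. Of these genes, 88 had enough reads to be tested, with 41 higher and 47 lower in Foxm1 HET HSCs. The mean of their log2 CPM was 3.38 ± 0.378 (SD, n = 3) in WT and 3.80 ± 0.769 (SD, n = 3) in Foxm1 HET. The libraries of the genotypes overlapped (two-sided exact permutation test, p = 0.5). Set against all other genes, the list ranked higher in Foxm1 HET without passing the threshold (adjusted p = 0.951 from limma's camera test, Benjamini-Hochberg adjusted over 5 lists). A preranked enrichment test with fgsea gave a normalized enrichment score of 1.16 in the direction of Foxm1 HET (adjusted p = 0.247). With only genes of at least 10 counts in every library, the list ranked lower instead (adjusted p = 0.914). The listed genes with the smallest p in the direction of the list were Gm2a, Glb1, Cln3 and Ctso. Of the exon bases of Glb1, 6.42% belong also to another gene, and of the 50-base transcript stretches of Cln3, 6.49% occur also in another gene. Cln3 had 6, 7 and 7 reads in WT and 7289, 333 and 3000 in Foxm1 HET (log2 fold change 8.25, standard error 3.08, adjusted p = 0.412 from edgeR's quasi-likelihood test over all genes). With DESeq2 the adjusted p was 3.9e-06 for Cln3, 5.3e-06 for Glb1, 0.00106 for Ctso and 0.0646 for Gm2a. In simulated counts with the spread of these libraries, 135 of the 158 genes DESeq2 called were unchanged.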

Gene enrichment analysis (GSEA) showed that the lysosome signaling pathway, which has been reported to regulate HSC quiescence and potency (39), was significantly upregulated in *Foxm1* heterozygous HSCs (Figure 4C). These data suggest that the downregulation of *Nr4a2* and the overactivity of the lysosome signaling pathway may contribute to HSC functional defects induced by *Foxm1* haploinsufficiency. 

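Nr4a2 (chromosome 2 of GRCm38, 57107226 to 57124003, minus strand) had 19667, 19273 and 7117 reads in the WT libraries and 444, 90 and 948 in the Foxm1 HET libraries. Its log2 CPM were 9.44 ± 0.560 (SD, n = 3) in WT and 3.96 ± 0.494 (SD, n = 3) in Foxm1 HET. The log2 fold change was -5.50 (standard error 1.85), and the gap between the genotypes was larger than the spread within either. The p of edgeR's quasi-likelihood test was 0.00301 unadjusted and 0.26 adjusted over all genes tested. Every Foxm1 HET library lay below every WT library (two-sided exact permutation test, p = 0.1). With each library left out in turn, the log2 fold change stayed between -5.81 and -5.24. With DESeq2 in place of edgeR the adjusted p was 0.00565. None of the 50-base stretches of its transcripts occurs in another annotated gene.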

Additionally, the *Klf4* gene, which is involved in the regulation of hematopoiesis (40–42), was also markedly downregulated in *Foxm1* heterozygous HSCs (Figure 4B). In line with the results from the LPS treatment assay (Figure 3), GSEA showed that the genes upregulated in macrophage cells with LPS stimulation were significantly enriched in *Foxm1* heterozygous HSCs (Figure 4D). 

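The LPS response was measured on a list of 66 genes induced early by LPS in macrophages, drawn up from general knowledge. The published gene set was not used here. The list follows the paper's wording, in which LPS raises the genes of that set. The set's name in Figure 4D puts unstimulated macrophages before LPS, so its genes could have the reverse direction, and the list may not stand for it. Only 31 of the listed genes had enough reads to be tested, with 13 higher and 18 lower in Foxm1 HET HSCs. Their mean log2 CPM was 2.86 ± 1.07 (SD, n = 3) in WT and 3.08 ± 1.14 (SD, n = 3) in Foxm1 HET, a difference smaller than the spread between libraries (two-sided exact permutation test, p = 0.8). The camera test of limma gave an adjusted p of 0.951 with the list ranked higher in Foxm1 HET, and fgsea gave a normalized enrichment score of 0.962 (adjusted p = 0.527). The list ranked lower in Foxm1 HET instead with RLE normalization (adjusted p = 0.992), with library size only (adjusted p = 0.972) and with genes of at least 10 counts in every library (adjusted p = 0.312). No listed gene had an unadjusted p under 0.05. The smallest p in the direction of the list were those of Icam1, Rnd3, Ier3 and Cxcl2. Icam1 shares 13.1% and Cxcl2 5.84% of their 50-base transcript stretches with other genes, so their counts are uncertain. Ier3 had 6, 3 and 37 reads in WT and 1152, 248 and 107 in Foxm1 HET.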

The genes associated with HEME (a cofactor consisting of iron and porphyrin) metabolism and erythroblast differentiation were significantly downregulated in *Foxm1* heterozygous HSCs (Figure 4E and Supplemental Figure 4A), which may partially explain the reduction of erythroid in chronic inflammation conditions (Figure 3, B and C). Moreover, we found that the genes involved in the maintenance of fidelity in the process of DNA replication were downregulated in *Foxm1* heterozygous HSCs (Figure 4F). 

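Heme metabolism was measured on a list of 190 symbols of heme and erythroid genes and erythrocyte differentiation on a list of 31 regulators. Both were drawn up from general knowledge, and the published gene sets were not used here. Of the heme list, 133 genes were tested, with 45 higher and 88 lower in Foxm1 HET HSCs and a median log2 fold change of -0.789. Their mean log2 CPM was 3.95 ± 0.230 (SD, n = 3) in WT and 3.52 ± 1.03 (SD, n = 3) in Foxm1 HET, and the genotypes overlapped (two-sided exact permutation test, p = 0.7). The list ranked lower in Foxm1 HET with an adjusted p of 0.379 from limma's camera test. The 24 tested genes of the differentiation list averaged 4.61 ± 0.647 (SD, n = 3) in WT and 4.03 ± 0.326 (SD, n = 3) in Foxm1 HET on the same scale (two-sided exact permutation test, p = 0.3). Of these genes, 11 were higher and 13 lower, with a median log2 fold change of -0.151, where the median of all genes tested was -0.26. They ranked lower, with an adjusted p of 0.379 from limma's camera test and of 0.0454 from fgsea, whose normalized enrichment score was -1.72. Among heme genes, Rhd, Blvrb, Rbm38 and Ubac1 had the smallest p for a decrease, and Rhd had 66, 2195 and 315 reads in WT and 16, 0 and 0 in Foxm1 HET. Among the regulators these were Acvr2a, Prmt1, Zfpm1 and Ankrd54, and Prmt1 had 3105, 5744 and 673 reads in WT and 488, 5 and 695 in Foxm1 HET. The counts of Prmt1 overlapped between genotypes before scaling. Rbm38 shares 8.51% of its 50-base transcript stretches with other genes, and 8.99% of the exon bases of Acvr2a belong also to another gene.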

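Replication fidelity was measured on a list of 78 genes of replication fork protection, mismatch repair and recombination, drawn up from general knowledge. The published gene set was not used here. Of the 58 genes tested, 32 were higher and 26 lower in Foxm1 HET HSCs, with a median log2 fold change of 0.28. Their mean log2 CPM was 1.95 ± 0.997 (SD, n = 3) in WT and 2.65 ± 0.906 (SD, n = 3) in Foxm1 HET, within the spread between libraries (two-sided exact permutation test, p = 0.4). The list ranked higher in Foxm1 HET, with an adjusted p of 0.472 from limma's camera test. Rad51c, Timeless and Etaa1 were among the genes with the smallest p in that direction. Rad51c had 1, 2 and 10 reads in WT and 36, 10225 and 3 in Foxm1 HET replicates 1, 2 and 3, and the genotypes overlapped (two-sided exact permutation test, p = 0.3). Its log2 fold change of 11.02 (standard error 2.46, adjusted p = 0.00684 from edgeR's quasi-likelihood test) fell to 1.08 in the lowest of the 6 fits that each left out one library.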

FOXM1 was previously reported to be involved in the DNA repair pathway in breast cancer cells, pancreatic cancer cells, and glioma cells (43–45). However, no alterations in the expression of other known downstream targets of Foxm1 involved in DNA repair pathways were detected in *Foxm1* heterozygous HSCs (Supplemental Figure 4B). Of interest, the expression of *Parp1*, an important DNA damage sensor (46, 47), was significantly decreased in *Foxm1* heterozygous HSCs (Figure 4B). Analysis of the public database GSE19429 (48) revealed that *PARP1* has a slightly positive correlation with *FOXM1* in CD34^+^ cells from patients with del(5q) MDS (*P* < 0.001) (Figure 4G). Indeed, *PARP1* displayed a relatively low expression level in CD34^+^ cells from patients with del(5q) MDS compared with healthy individuals (Figure 4H). In line with public data, we showed that *FOXM1* knockdown lead to significant downregulation of *PARP1* in the MDSL cell line (Figure 4I), which was derived from a patient with MDS (49). Moreover, we also observed a lower level of *Parp1* in 5-FU–enriched progenitor and stem cell populations from *Foxm1* heterozygous mice injected with 5-FU for 5 days (Supplemental Figure 4C). These findings suggest that Foxm1 governs a distinctive cluster of DNA repair genes in HSPCs and that the function of *Foxm1* haploinsufficiency in HSPCs is mediated by multiple downstream pathways.

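In the RNA-Seq libraries Parp1 (chromosome 1 of GRCm38, 180568975 to 180601254) had 5306, 36012 and 7578 reads in WT and 976, 356 and 6410 in Foxm1 HET. Its log2 fold change was -3.30 (standard error 1.64, adjusted p = 0.789 from edgeR's quasi-likelihood test). On the scale of log2 CPM the genotypes did not overlap (two-sided exact permutation test, p = 0.1), with the highest Foxm1 HET library at 7.26 and the lowest WT library at 7.91. The counts of Parp1 overlapped between genotypes before scaling, with 6410 reads in Foxm1 HET replicate 3 and 5306 in WT replicate 1. In the deposited normalized table these libraries lay close together, at 7.18 and 7.33, so the gap depends on the scaling. Klf4 (chromosome 4, 55527137 to 55532475) had 5126, 10478 and 1536 reads in WT and 731, 185 and 11 in Foxm1 HET. Its log2 fold change was -4.04 (standard error 2.02, adjusted p = 0.806).

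Among other repair genes, Nbn, Xrcc6 and Xrcc5 had enough reads to be tested and none of these had an adjusted p under 0.05 over all genes in edgeR's test. Xrcc6, which shares 6.29% of its 50-base transcript stretches with another gene, had 16, 1 and 18 reads in WT and 2225, 27 and 46 in Foxm1 HET, and Nbn had 212, 1 and 0 against 80, 2 and 3877. Their log2 fold changes were 5.06 (standard error 3.42) and 3.30 (standard error 3.02), and for both genes the genotypes overlapped on the scale of log2 CPM (two-sided exact permutation tests, p = 0.2 for Xrcc6 and p = 0.4 for Nbn). Xrcc5 fell by 2.95 on the log2 scale (standard error 2.51), and Nhej1 was detected in 1 library only, with 6 reads in Foxm1 HET replicate 1. From the decrease in Parp1 and the unaltered repair genes, together with its other assays, the paper proposes that Foxm1 governs a particular group of DNA repair genes and acts through several pathways.

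**Figure D1:**
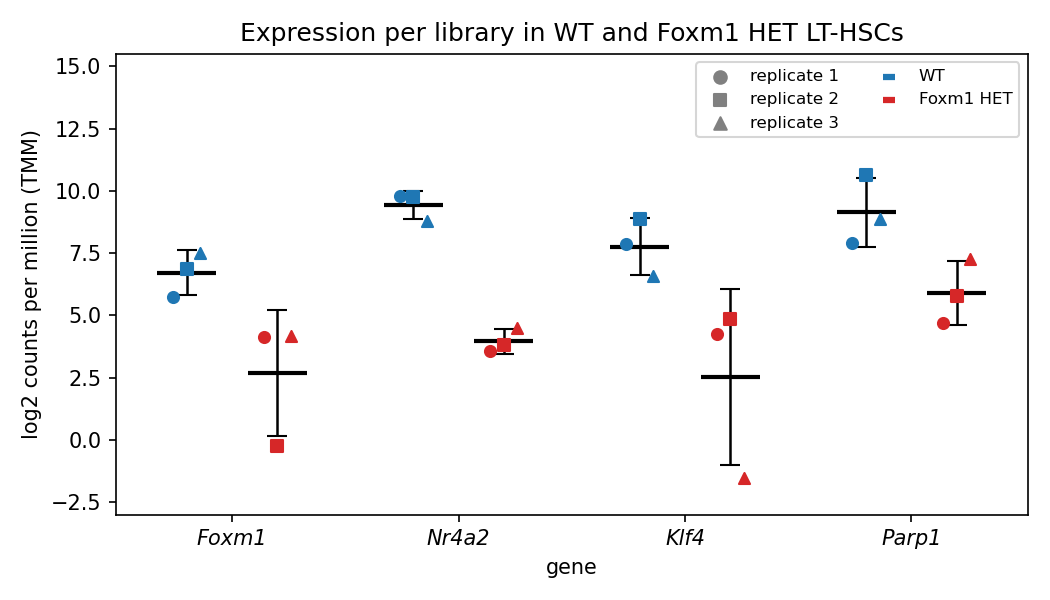
Log2 CPM (TMM) of Foxm1, Nr4a2, Klf4 and Parp1 in each RNA-Seq library of WT (blue) and Foxm1 HET (red) LT-HSCs. Marker shapes give the replicate number, and bars and whiskers give the mean and SD of 3 libraries. For each gene every Foxm1 HET library lies below every WT library, with Klf4 at -1.54 in Foxm1 HET replicate 3 and Foxm1 at -0.23 in Foxm1 HET replicate 2.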

### Foxm1-haploinsufficient HSPCs show an impaired DNA damage repair.

As *Foxm1* deficiency leads to the downregulation of several critical genes involved in DNA repair, we next determined whether Foxm1 loss affects DDR in HSPCs. We treated *Foxm1* heterozygous mice and control littermates with LPS. Intracellular flow cytometric analysis revealed that *Foxm1*-haploinsufficient cells exhibited increased levels of γH2AX, a marker of unrepaired double-strand DNA breaks, in both LSKs and HSCs from *Foxm1* heterozygous mice compared with those in control mice (Figure 5, A and B). Consistently, increased γH2AX foci were observed in Lin^–^c-Kit^+^ cells from *Foxm1* heterozygous mice compared with control mice (Figure 5, C–E). Meanwhile, we also performed alkaline comet assay, a commonly used method to measure the level of cellular DNA double-stand DNA breaks. Lin^–^c-Kit^+^ cells from *Foxm1* heterozygous mice showed a significant increase in the tail olive moment, a measure of DNA double-stand DNA breaks, compared with control mice after LPS treatment. (Figure 5, F and G). To impose a DNA replication challenge on HSCs, we treated the mice with 5-FU, which kills cycling hematopoietic cells and thereby drives quiescent HSCs to enter the cell cycle and proliferate. Consistent with the results in LPS-treated mice, a significantly elevated level of γH2AX in populations of Lin^–^ cells, HPCs (Lin^–^Sca-1^–^c-Kit^+^), and LSKs (Lin^–^Sca-1^+^c-Kit^+^) was detected by flow cytometric analysis in *Foxm1* heterozygous mice compared with control mice (Supplemental Figure 5, A–D). Immunostaining of γH2AX revealed increased γH2AX foci in Lin^–^ cells from *Foxm1* heterozygous mice compared with controls (Supplemental Figure 5, E and F).

To further investigate the effect of Foxm1 haploinsufficiency on DNA damage repair during hematopoiesis, we next examined the dynamics of γH2AX foci in Lin^–^ cells after mice were exposed to 0.5 Gy irradiation. The number of γH2AX foci dramatically increased in both *Foxm1*-haploinsufficient and control Lin^–^ cells 4 hours after irradiation and then gradually decreased over time (Figure 5, H and I, and Supplemental Figure 5G). In comparison, *Foxm1*-haploinsufficient cells had a higher level of γH2AX foci compared with control cells during repair of irradiation-induced DNA damage. Consistent with immunostaining results, intracellular flow cytometric analysis showed a peak in γH2AX level at 4 hours, which gradually declined in subpopulations of HSPCs. (Figure 5, J–M). However, *Foxm1* haploinsufficiency led to significantly higher levels of γH2AX in Lin^–^, HPCs, LSKs, and HSCs compared with control cells (Figure 5, J–M), indicating a delay in DNA damage repair. Taken together, these results suggest that *Foxm1* haploinsufficiency decreases the capacity of HSPCs to efficiently repair irradiation-induced DNA damage.

### Parp1 rescues the defect of DDR induced by Foxm1 haploinsufficiency.

We have shown that Parp1 is a potential downstream target of Foxm1 (Figure 4, B and I, and Supplemental Figure 4C). To determine whether transcriptional activation of *Parp1* is directly regulated by Foxm1, we searched for the Foxm1-binding sites in the *Parp1* promoter region using the PROMO database (based on version 8.3 of TRANSFAC; https://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3) (50, 51). A putative binding site for Foxm1 was identified upstream of the *Parp1* transcription start site (–1,468 to –1,445 base pair) (Figure 6A). The dual-luciferase reporter assay was performed using 293T cells and K562 cells expressing either the WT *Parp1* promoter or a mutant promoter with mutations of the predicted Foxm1 binding site (Figure 6, B and C). The result showed that the luciferase activity of a construct containing the putative binding site but not the mutated binding site was activated by Foxm1 overexpression (Figure 6, B and C), suggesting that the putative Foxm1 binding site in the *Parp1* promoter is required for Foxm1-mediated activation of Parp1. We next performed a Cut&Run assay with mouse primary Lin^–^c-Kit^+^ BM cells. We previously showed that Foxm1 directly binds to the promoter of *Nr4a2* (32). Our result showed that the Foxm1 binding affinity was significantly enriched at the *Nr4a2* promoter and *Parp1* promoter regions containing the putative Foxm1 binding sites (Figure 6D), indicating that Foxm1 binds directly to the *Parp1* promoter and regulates its transcription.

We next determined whether Parp1 is a critical mediator of Foxm1 in regulating DDR. Lin^–^c-Kit^+^ BM cells from Foxm1 heterozygous mice or WT mice were subjected to overexpression of the human *PARP1* gene and treated with LPS for 24 hours. Flow cytometric analysis of γH2AX level in LSK and Lin^–^ cells indicated that ectopic expression of *PARP1* significantly rescued the defect of DNA damage repair as a result of *Foxm1* haploinsufficiency (Figure 6, E and F, and Supplemental Figure 6, E and F). Meanwhile, comet assays were performed on isolated Lin^–^c-Kit^+^ cells following 24 hours of LPS treatment. The results showed that the tail olive moment was reduced in PARP1 overexpressed cells compared with empty vector cells, validating the rescue for the defect of DNA damage repair caused by *Foxm1* haploinsufficiency (Figure 6, G and H). These findings suggest that Parp1 may play an important role in Foxm1-mediated DNA damage repair in HSPCs.

### Foxm1 haploinsufficiency promotes AE9a-mediated leukemogenesis.

Based on the analysis of the GSE13159 data set from Microarray Innovations in Leukemia (52, 53), we found that *Foxm1* was significantly downregulated in patients with t(8;21) AML (Figure 7A). To test the hypothesis that Foxm1 downregulation may promote AE9a-induced leukemogenesis, we overexpressed AE9a in BM cells from *Foxm1* heterozygous or control mice followed by transplantation in sublethally irradiated recipient mice. Indeed, *Foxm1* haploinsufficiency promoted the disease progression induced by AE9a (Figure 7B). Majority of AE9a-expressing mice developed MPN/AML-like disease. Compared with the WT chimeric mice, the AE9a-expressing cells (GFP^+^) expanded to a greater degree in BM and spleen in *Foxm1* heterozygous chimeric mice (Figure 7C). The frequency of myeloid cells was increased while red blood cells were decreased in *Foxm1* heterozygous AE9a chimeric mice as compared with WT AE9a chimeric mice (Figure 7, D and E, and Supplemental Figure 7, D and E). Moreover, platelets were significantly decreased in *Foxm1* heterozygous AE9a chimeric mice (Supplemental Figure 7C). Flow cytometric analysis revealed a greater accumulation of AE9a blast cells (GFP^+^Lin^–^c-Kit^+^) in the BM of *Foxm1* heterozygous AE9a chimeric mice compared with WT AE9a chimeric mice (Figure 7, F and G). Morphological analysis revealed more blast cells in the BM as well as leukemia cell infiltration in the spleens, livers, and lungs of *Foxm1* heterozygous AE9a mice (Figure 7H). We also monitored the mice transplanted with *Foxm1* heterozygous BM cells with empty vector. There were no observable phenotypes associated with AE9a-induced MPN/AML, indicating that the phenotypes observed in AE9a-transduced mice were indeed caused by the expression of AE9a (Supplemental Figure 7, A–C). Taken together, these data suggest that heterozygous loss of *Foxm1* accelerates AE9a-induced leukemogenesis in mice.

## Discussion

CH is a common aging process in which the mutant HSPCs acquire a growth advantage over normal HSPCs, resulting in their clonal expansion (7). Individuals with CH have a heightened risk for hematological malignancies, cardiovascular disease, and increased mortality from nonhematological cancers (7, 54, 55). However, the molecular mechanisms underlying the development of CH from mutated HSPCs remain elusive. Here, we showed that *Foxm1* haploinsufficiency promotes the expansion of HSPCs but eventually results in HSC exhaustion under different environmental stresses, recapitulating the development of CH and progression to MDS in patients. FOXM1 is frequently downregulated in patients with del(5q) MDS (32), and our data suggest a pathogenetic role of FOXM1 downregulation in patients with del(5q) MDS.

We previously showed that homozygous deletion of *Foxm1* results in a significant decrease of HSCs with a disrupted self-renewal capacity in vivo (32). However, we observed that *Foxm1* heterozygous mice exhibited an expansion of the HSC pool with a higher percentage of cycling cells and less quiescent stem cells, raising the possibility that Foxm1-downregulated HSCs have a dominant potential in hematopoiesis. As determined by in vivo competitive reconstitution assays, *Foxm1* heterozygous HSPCs gained a selective repopulation advantage over the control WT HSPCs at the first or first and second rounds of transplantation. However, this growth advantage exacerbates the functional HSC attrition, which leads to HSCs losing repopulation potential and exhaust over serial transplantation. In line with the results from the competitive repopulation assay, *Foxm1* heterozygous mice were more sensitive to 5-FU–induced depletion of hematopoietic cells, with a shorter survival time than WT control mice. This scenario of “expansion to exhaustion” in competitive assays resembles the evolution of CH to MDS. It was recently shown that some factors induce chronic stress, which contribute to the malignant transformation of hematopoietic clones (56, 57, 58). Chronic inflammation induced by low doses of LPS promoted the development of hematopoietic dysplasia in *Foxm1* heterozygous recipient mice but not control WT mice, characterized by multiple lineage cytopenia and the presence of dysplastic red cells in BM. Taken together, our results suggest that Foxm1 downregulation-mediated dysregulation of HSPC function may contribute to the initiation and development of del(5q) MDS in patients.

As determined by expression profiling analysis, multiple molecular pathways likely mediate the effects of *Foxm1* haploinsufficiency on HSCs. Particularly, downregulation of NR4a2 and upregulation of the lysosomal signaling pathway may contribute to *Foxm1* haploinsufficiency–induced HSC proliferation and expansion. As compared with the differentially expressed genes in *Foxm1*-KO HSCs (32), we found that a few genes including *NR4a2* were commonly downregulated in both *Foxm1* homozygous and heterozygous deletion HSCs as compared with the control HSCs (Supplemental Figure 4D). This suggests that *Foxm1* gene dosage is critical for regulation of gene expression of its downstream targets.

Consistent with the observation that *Foxm1* heterozygous deletion results in delays in DNA damage repair in HSPCs in response to chemical or irradiation-induced DNA damage, we showed that Parp1, which is involved in DNA damage repair (46, 47), is significantly downregulated in *Foxm1* heterozygous HSPCs. We demonstrated that Foxm1 regulates Parp1 expression by directly binding to its promoter region and that Parp1 at least partially mediates Foxm1 function in DNA damage repair in HSPCs. Interestingly, the expressions of *PARP1* and *FOXM1* are correlated, and both are downregulated in patients with del(5q) MDS, according to a public database (48). Moreover, long-term treatment with PARPi was found to induce secondary MDS/AML in therapy for ovarian cancer (27). Taken together, our results suggest that the Foxm1/Parp1-mediated DNA damage repair pathway may play an important role in the maintenance of genome stability in HSCs.

Foxm1 is a well-known oncogene that drives tumor cell proliferation in solid tumors (30). However, our recent research has revealed that Foxm1 is also crucial for maintaining the quiescence of leukemia stem cells (LSCs) in the MLL-AF9 mouse model. Loss of Foxm1 impairs LSC function, highlighting its critical role in MLL-rearranged leukemia (59). In addition, studies indicates that FOXM1 has an oncogenic role in AML (60) and can contribute to the development of drug resistance in cancers (61, 62). However, our study suggests that *Foxm1* downregulation may contribute to the pathogenesis of del(5q) MDS and AE9a-induced MPN in mice. While LSCs in AML possess enhanced self-renewal capacity, *Foxm1* overexpression may contribute to MLL-AF9–induced leukemogenesis by enhancing HSC self-renewal and quiescence. On the other hand, *Foxm1* downregulation may contribute to the pathogenesis of del(5q) MDS and AML1-ETO–induced MPN/AML by promoting the CH and influencing genome integrity at the early stage of diseases. Our findings demonstrate that precise regulation of Foxm1 expression is crucial for normal HSC function and both upregulation and downregulation of Foxm1 can contribute to the pathogenesis of myeloid malignancies through distinct cellular and molecular mechanisms.

In conclusion, our findings suggest that FOXM1 downregulation predisposes to hematopoietic dysplasia by deregulating the quiescence and self-renewal as well as genome stability of HSCs. Consequently, FOXM1 downregulation promotes the development of CH and the malignant transformation of HSCs in hematopoietic malignancies.

## Methods

### Mice.

The generation of mice with a targeted disruption of Foxm1 has been previously described (32). Briefly, *Foxm1*-floxed Tie2-Cre or Mx1-Cre mice were crossed with C57BL/6 (B6) mice. Mx1-Cre expression was induced by poly(I:C) HMW (InvivoGen), given by 3 i.p. injections at a dose of 10 mg/kg every other day. CD45.1 B6 mice were used as receipts in competitive assay and were purchased from The Jackson laboratory.

### Antibodies.

Information about the antibodies used in this study is provided in Supplemental Table 1.

### Cell sorting and flow cytometry.

Cells isolated from BM, spleen, thymus, and PB were lysed with ammonium-chloride-potassium (ACK) buffer. Single-cell suspensions were incubated with panels of fluorochrome-conjugated antibodies (Supplemental Table 1). For analysis of HSCs, whole BM cells were incubated with a lineage cocktail, including Gr1, B220, Ter119, CD19, Rat IgM, II-7R, and CD3, for 20 minutes, followed by staining with streptavidin-PE-Cy5 and antibodies against Sca-1 (PE), c-Kit (APC-Cy7), CD48(PE-Cy7), CD150 (APC). For G_0_ analysis with Ki67 and DAPI, 5 × 10^6^ BM cells were stained with surface markers as described before (32). After washing, the cells were fixed and permeabilized. Then, the cells were further stained with Ki67-FITC antibody and DAPI. For G_0_ analysis with Hoechst 33342 (catalog 62249) and Pyronin Y (catalog J61068.03) (Thermo Fisher Scientific), BM cells were incubated with 5 μg/mL Hoechst 33342 at 37°C. 45 minutes later, 1 μg/mL Pyronin Y was added to incubate for another 45 minutes. After that, the cells were stained with the HSC staining procedure described above. For the BrdU incorporation assay, mice were injected with 1 mg BrdU in 200 μL of PBS i.p. After 24 hours, BM cells were harvested and subjected to the HSC staining procedure described above. After that, the cells were stained with BrdU antibody and DAPI using the BD BrdU kit (catalog 559619).

For the analysis of γH2AX, cells were stained with HSC surface markers, followed by fixation and permeabilization as described above. After that, the cells were incubated with an antibody of γH2AX conjugated with Alexa Fluor 488 (CST, catalog 9719S) for 1 hour, followed by staining with DAPI for 1 hour. All data were analyzed by FlowJo version 9.3.3 analysis software (TreeStar). For cell sorting, after staining with antibodies against the cell surface markers, BM cells were sorted by MoFlo Astros cell sorter (Beckman Coulter).

### Colony formation assay.

Total BM cells from Tie2-Cre *Foxm1*^fl/+^(*n* = 2) and *Foxm1* ^fl/+^ mice (*n* = 2) were harvested and plated at 2 × 10^4^/mL in triplicate into Mouse Methylcellulose Base Media (R&D Systems) with 50 ng/mL mouse SCF and 10 ng/mL mouse IL-3 and IL-6 (5 × 10^4^ cell input for the first round, 15 × 10^4^ cell input for the second round and third round, triplicate for each group). Colonies were scored at 7–10 days after plating. Serial replating was performed after scoring.

### Virus production and infection.

For *FOXM1* shRNA lentivirus production, the shRNA constructs and the inducible knockdown system have been described in our previous work (59). Briefly, PLKO.1 Tet-On empty vector/*FOXM1*-Tet-On shRNAs combined with package plasmids (pMDG.2 and Δ8.91) were transfected into 293T cells by PEI. The medium containing lentivirus was harvested every 12 hours 4 times, starting 24 hours after transfection. Then, MDSL cells were mixed with the medium containing 8 μg/mL polybrene following by spinfection at 689 g for 3 hours. Spinfection was performed every 24 hours for twice.

For rescue assays, the pMSCV puro retroviral construct expressing PARP1 was generated by subcloning *PARP1* from pCMV-PARP1-3xFlag-WT (addgene 111575) with XhoI and HpaI. The overexpression construct or empty vector combined with PECO packaging plasmid was transfected into 293T cells. The medium containing retroviral particles was collected. Lin^–^c-Kit^+^ cells isolated from WT or Tie2-Cre *Foxm1^fl/+^* (Foxm1 HET) mice were mixed with PARP1-overexpressing retrovirus or empty vector virus. Spinfection was performed as described above.

For the AE9a-mediated AML model, empty vector or MSCV-Puro-GFP AML1-ETO9a plasmid (63) (donated by Dong-er Zhang, UCSD, La Jolla, California, USA), along with PECO, was mixed with PEI in medium and transfected into 293T cells. The supernatant medium was collected as described above. BM cells from WT or Foxm1 heterozygous KO mice with 5-FU injection were harvested and mixed with AE9a retrovirus and empty vector retrovirus separately. Then, spinfection was performed as above.

### 5-FU treatment.

Age- and sex-matched *Foxm1* heterozygous mice and control mice were challenged with 5-FU at a dose of 150 mg per kg body weight, once per week for 3 weeks, and the survival of mice was monitored daily. For analysis of γH2AX level, the mice were administrated 150 mg/kg 5-FU. 24 hours after injection, BM cells were isolated and analyzed with flow cytometry.

### BM transplantation.

For competitive repopulation assay, 1 × 10^6^ BM donor cells from Foxm1 heterozygous mice or control mice (CD45.2^+^) were mixed with 1 × 10^6^ CD45.1^+^CD45.2^+^ competitor cells in 100 μL PBS. These cells were transplanted into lethally irradiated CD45.1^+^ recipients. We harvested PB every month and checked the ratio by flow cytometry. To determine the long-term repopulating potential, every 4 months as 1 round, we sacrificed the mice and did serial transplantation.

For AE9a model, 8-week-old Foxm1 HET and *Foxm1^fl/+^*(WT) mice were injected with 150 mg/kg 5-FU (FRESENIUS KABI) i.p. After 5 days, BM cells were harvested and infected with retrovirus to transduce AE9a. After 2 rounds of infection, the infected cells were transplanted into sublethally irradiated B6 mice (6 Gy) by retro-orbital injection (1 × 10^6^ cells/mouse).

### LPS injection.

For primary mice, age- and sex-matched Tie2-Cre *Foxm1*^fl/+^ and *Foxm1*^fl/+^ mice were challenged with 10 mg/kg LPS (Sigma-Aldrich, L8643). BM cells were harvested from the mice injected with LPS after 24 hours. For transplantation mice, 2 × 10^6^ BM cells from *Foxm1* heterozygous KO mice or control mice were transplanted into lethally irradiated recipients. Engraftment efficiency was confirmed by checking PB 4 weeks after transplantation. These mice were subjected to i.p. injection of 1 mg/kg LPS twice per week for 2 months.

### Histology.

For histological analyses, murine organs were fixed in 3.7% formaldehyde immediately after necropsy. H&E staining of fixed tissues was performed by the Robert H. Lurie Comprehensive Cancer Center of Northwestern University.

### RNA-Seq.

BM cells were harvested from 3 pairs of *Foxm1* heterozygous mice and control mice. After staining with HSC surface markers, LT-HSC cells (CD150^+^CD48^–^LSK) were sorted as described above. Total RNA from LT-HSC cells was isolated by Trizol (Invitrogen) at a yield of around 5–10 ng. The library was prepared with the Library Construction Kit (Clontech). RNA-Seq was performed on a Illumina HiSeq 3000 system with 50 bp single-read mode by Clinical Microarray Core at UCLA (Los Angeles, California, USA). The sequencing depth was 50 million reads per sample. Quality check for low-quality reads and adapters in raw reads data were reported and trimmed using FastQC tool. The filtered reads were aligned to GRCm38 (mm10) using STAR V2.7.2b (64). Gene set enrichment analysis was performed with GSEAv2.0 software, which is available from the Broad Institute (http://www.broad.mit.edu/gsea).

### RT-PCR and CUT&RUN assay.

Sorted HSCs from WT or *Foxm1* HET mice were lysed in TRIzol. RNA was extracted by phenol-chloroform. Total RNA was then amplified with the Ovation Pico WTA System V2. For the CUT&RUN assay, EpiCypher CUTANA CUT&RUN Protocol v1.7 has been followed. Rabbit IgG^–^ control antibody (EpiCypher, 13-0042), H3K4me3 antibody (EpiCypher, 13-0041), Mouse IgG negative control antibody (Cell Signaling Technology, 37988S), and Foxm1 antibody (Santa Cruz, sc-376471) were used. Briefly, 500,000 Lin^–^c-Kit^+^ cells isolated from WT mice were washed and mixed with concanavalin A beads (EpiCypher, 21-1401) for 10 minutes at room temperature. Then, cell/bead conjugates were resuspended with antibody buffer, including 0.5 μg of the indicated antibody and 0.003% digitonin. After overnight incubation at 4°C, the cell/bead conjugates were washed and incubated with CUTANA pA/G-MNase (Epicypher,15-1016) for 2 hours at 4°C. To stop the digestion of pA/G-MNase, the stop buffer was added followed by the purification of released chromatin fragments using the CUTANA DNA Purification Kit (Epicypher, 14-0050). RT-PCR was performed on an Applied Biosystems 7500 thermocycler using the following primer sequences listed in Supplemental Table 2 and analyzed via the ΔΔCT method.

The MDSL cell line, which was originally established by Kaoru Tohyama’s laboratory (65) (Kawasaki Medical School, Okayama, Japan), was provided by Daniel Starczynowski (University of Cincinnati College of Medicine, Cincinnati, Ohio, USA). To evaluate the level of PARP1 in MDSL with FOXM1 knockdown, MDSL cells were transduced with *FOXM1* shRNA by spinoculating with pLKO.1 Tet-On virus as we showed previously (59). After being selected with 1 μg/mL puromycin for 4 days, the cells were treated with 2 μg/mL doxycycline for 24 hours to induce *FOXM1* shRNA expression. All results are from 2 or 3 independent experiments.

### Immunofluorescence microscopy.

Whole BM cells were harvested from mice as indicated and incubated with the Biotin Mouse Lineage Depletion Cocktail (in house; see Supplemental Table 1), including antibodies Gr1, B220, Ter119, CD19, Rat IgM, II-7R, and CD3 for 20 minutes. After washing away the excess antibodies, the cells were suspended with isolation buffer and incubated with magnetic beads (Invitrogen, catalog 11047) for 30 minutes at 4°C with gentle rotation. After depletion of lineage cells, the BM cells were enriched with CD117 MicroBeads (catalog 130-091-224). For immunostaining, the isolated Lin^–^c-Kit^+^ BM cells were resuspended in fresh medium and dropped on a coverslip precoated with ploy-L-Lysine. After 1 hour, 4% PFA was added to fix the cells and 1% Triton X-100 was used to permeabilize the membranes followed by 1-hour incubation of 5% BSA at room temperature. γH2AX antibody (Invitrogen, MA1-2022) in 1% BSA was added and incubated at 4°C overnight. After washing with cold 0.2% Triton X-100, the coverslips were incubated with secondary antibody conjugated with Alexa Fluor 488 (Jackson immune Research, 115-545-003) for 1 hour at room temperature followed by staining DAPI for 5 minutes. Images were acquired in a Leica-TCS microscope. To estimate the number of γH2AX foci^+^ cells, 200–500 cells were scored in each condition.

### DNA damage assays.

Lin^–^ BM cells were isolated from mice and plated on the precoated coverslip. One hour later, the cells were subjected to 0.5 Gy irradiation. At different time points, immunostaining was performed using the γH2AX antibody as described above. To check the kinetics of γH2AX in a different population, total BM cells were exposed to 0.5 Gy irradiation and collected at different time points as indicated. FACS was performed to analyze the γH2AX level as described above.

### Comet assay.

The Lin^–^c-Kit^+^ BM cells were isolated as described above. Comet assay was performed using the CometAssay Kit(4250-050-K) according to the manufacturer’s instructions. Images were acquired by Leica DM2500 and analyzed by CometScore 2.0 (http://rexhoover.com/index.php?id=cometscore).

### Statistics.

Results are presented as mean ± SD. Statistical analysis was performed with 2-tailed Student’s *t* test or 2-way ANOVA with Tukey’s multiple-comparison test using GraphPad Prism v8.0 software. Survival curves were compiled using the Kaplan-Meier algorithms of GraphPad Prism, and significance was assessed using the log-rank (Mantel-Cox) test. Correlation was calculated according to Spearman’s statistical analysis by GraphPad Prism. The colony-forming assay, qRT-PCR, immunostaining, and cell culture experiments were done with 2–3 technical replicates and repeated at least 2–3 times. *P* values equal to or less than 0.05 were considered statistically significant.

### Study approval.

All experiments and procedures were approved by the University of Florida Institutional Animal Care and Use Committee.

### Data availability.

RNA-Seq raw data in.fastq format has been uploaded into the NCBI Sequence Read Archive (SRA) database (accession SRP181055). The raw and normalized gene expression data have been deposited in NCBI GEO database (accession GSE208564). Values for all data points in graphs are reported in the supporting data values file.

## Author contributions

ZQ and CY designed the experiments. CY, YS, and FY performed experiments and interpreted the results. HN provided histological analysis. YH and CY analyzed RNA-Seq data. ZQ, CY, and AQ contributed to preparation of the manuscript. FY provided advice and new reagents/analytic tools. All authors provided critical review of the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supporting data values

## Figures and Tables

**Figure 1:**
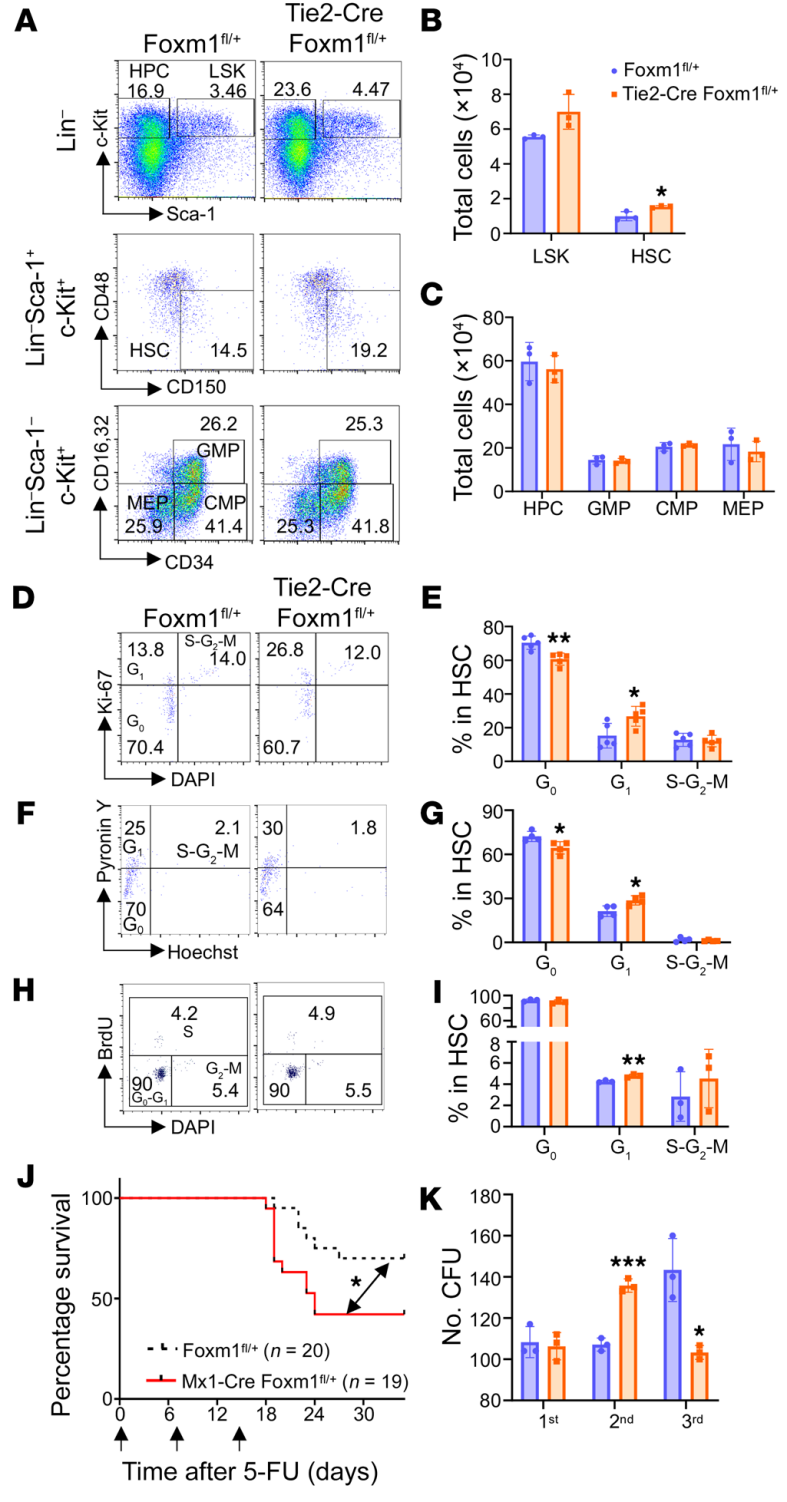
*Foxm1* haploinsufficiency promotes the expansion of HSCs by pushing HSC exit from quiescence. (**A**) Flow cytometric analysis of HPC, LSK, HSC, granulocyte-monocyte progenitor (GMP), common myeloid progenitor (CMP), and megakaryocyte-erythrocyte progenitor (MEP) populations in BM cells from *Foxm1*^fl/+^ mice or Tie2-Cre *Foxm1*^fl/+^ mice. (**B**) A total number of LSK cells and HSCs in BM from 8-week-old *Foxm1*^fl/+^ mice (*n* =3) and Tie2-Cre *Foxm1*^fl/+^ mice (*n* = 3). (**C**) Total number of HPC, GMP, CMP, and MEP cells in BM from 8-week-old *Foxm1*^fl/+^ mice (*n* = 3) or Tie2-Cre *Foxm1*^fl/+^ mice (*n* = 3). (**D** and **E**) Cell cycle analysis using DAPI (DNA content) and Ki-67 (proliferative cells) staining in HSCs, as determined by FACS. *n* = 5 mice for each group. (**F** and **G**) Cell cycle analysis using Hoechst (DNA dye) and Pyronin Y (RNA dye) staining in HSCs, as determined by FACS. *n* =4 mice for each group. (**H** and **I**) Cell cycle analysis using DAPI (DNA content) and BrdU (cells in S phase) staining in HSCs, as determined by FACS. *n* =3 mice for each group. (**J**) Kaplan-Meier survival curve of *Foxm1*^fl/+^ (*n* = 20) and Mx1-Cre *Foxm1*^fl/+^ mice (*n* = 19) after multiple injections (upward arrows) of 5-FU (150 mg/kg body weight). The double-headed arrow denotes the difference (*P* value) between two groups as indicated. Log-rank (Mantel-Cox) test. (**K**) The colony-forming assay shows repopulation ability. 5 × 10^4^ cell input for the first round, and 1.5 × 10^5^ cell input for the second round and third rounds. Data are representative of at least 2 independent experiments and expressed as mean ± SD. *P ≤ 0.05, **P < 0.01, ***P < 0.001; 2-tailed Student’s *t* test or log-rank (Mantel-Cox) test for survival curve.

**Figure 2:**
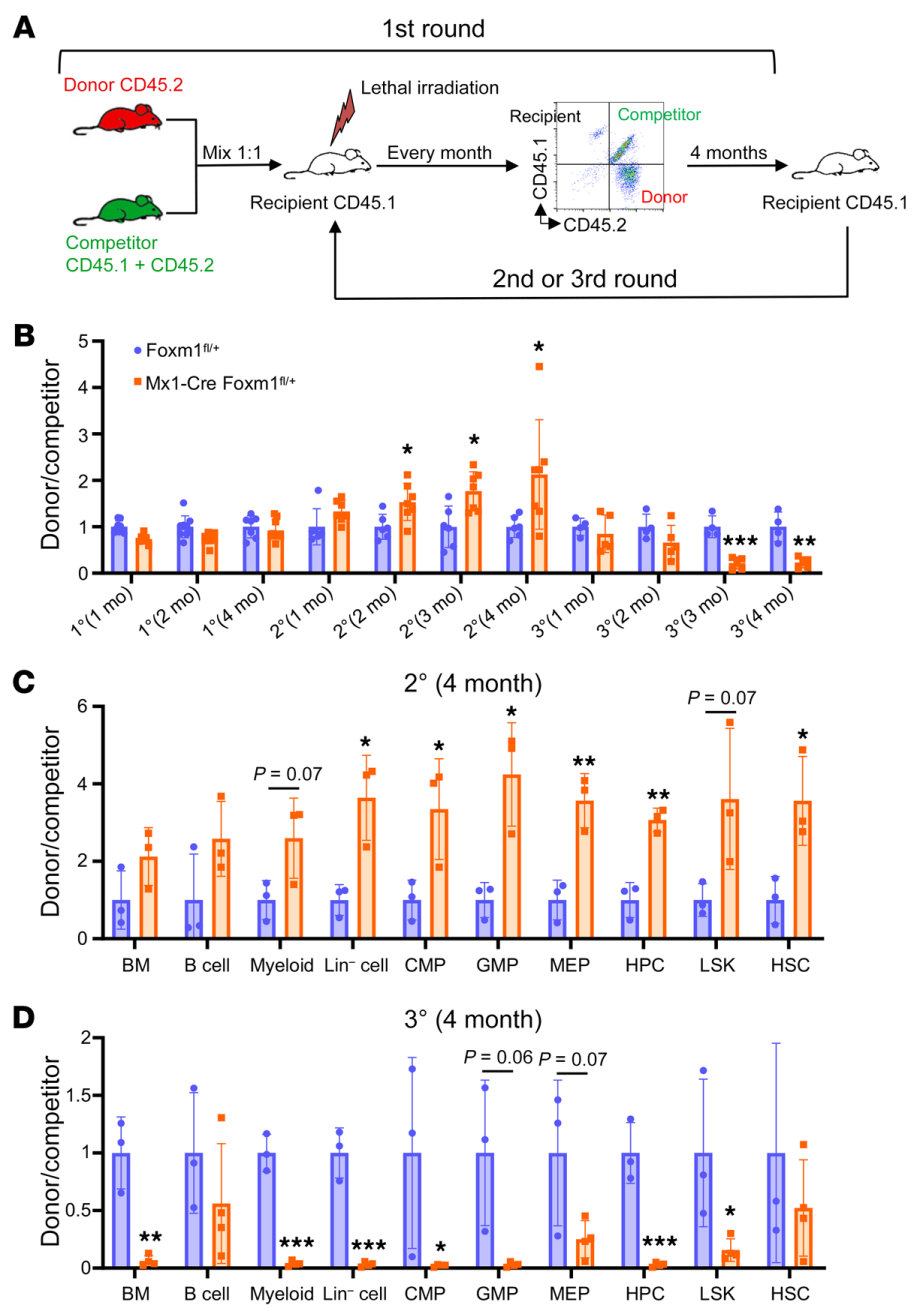
*Foxm1* haploinsufficiency results in enhanced reconstitution capacity but eventually leads to HSC pool exhaustion due to attrition. (**A**) Schematic depiction of the competitive transplantation assay. (**B**) The relative ratio of donor-derived cells (CD45.1^–^CD45.2^+^) to competitor-derived cells (CD45.1^+^CD45.2^+^) in peripheral blood. For WT group, *n* = 7–9, 6–10, and 4 for the first (1°), second (2°), and third (3°) transplantation, respectively; for *Foxm1* HET group, *n* = 9, 7–9, and 5 for 1°, 2°, and 3° transplantation, respectively. (**C**) The ratio of donor-derived cells to competitor-derived cells in different populations, as indicated in BM at the fourth month after the second transplantation. *n* = 3 for both WT and *Foxm1* HET groups. (**D**) The ratio of donor-derived cells to competitor-derived cells in different populations, as indicated in BM at the fourth month after the third transplantation. *n* = 3 for WT group and *n* = 4 for *Foxm1* HET group. Data are representative of 2 independent experiments and expressed as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001; 2-tailed Student’s *t* test.

**Figure 3:**
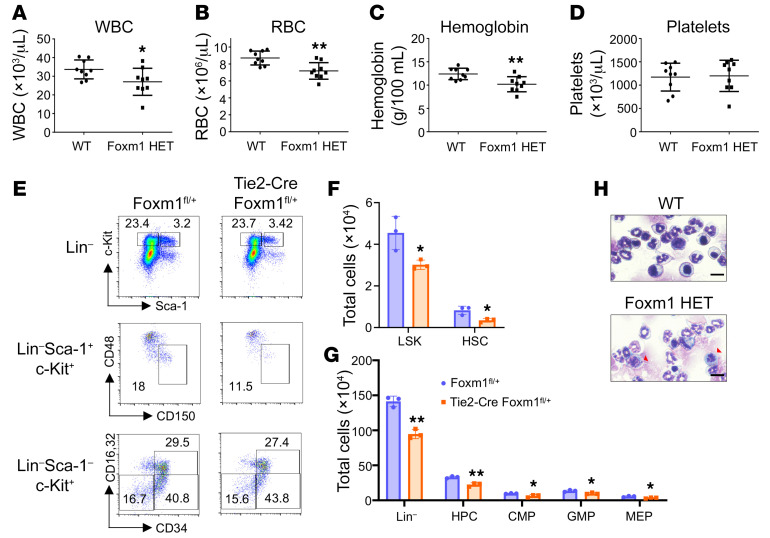
Foxm1 is needed to maintain HSC homeostasis in response to chronic inflammation. (**A**–**D**) Lethally irradiated mice reconstituted with BM cells from *Foxm1*^fl/+^ mice (*n* = 9) or Tie2-Cre *Foxm1*^fl/+^ mice (*n* = 9). LPS was injected twice per week for 2 months. Complete blood count of peripheral blood was assessed every month after LPS challenge. (**A**) White blood cells, (**B**) red blood cells, (**C**) hemoglobin, and (**D**) platelets were analyzed. (**E**) Flow cytometric analysis shows the frequency of HPC, LSK, HSC, GMP, CMP, and MEP populations from chimeric mice injected with 1 mg/kg LPS as indicated. (**F** and **G**) Total cells were assessed for BM cells and Lin^–^, LSK, HSC, HPC, GMP, CMP, and MEP populations. *n* = 3 for each group. Data are presented as mean ± SD. *P < 0.05, **P < 0.01; 2-tailed Student’s *t* test. (**H**) Giemsa-Wright staining of BM cells from WT or *Foxm1* HET BMT mice treated with LPS for 2 months. Red arrowheads indicate nucleated red blood cells with nuclear irregularities. Scale bar: 50 μm.

**Figure 4:**
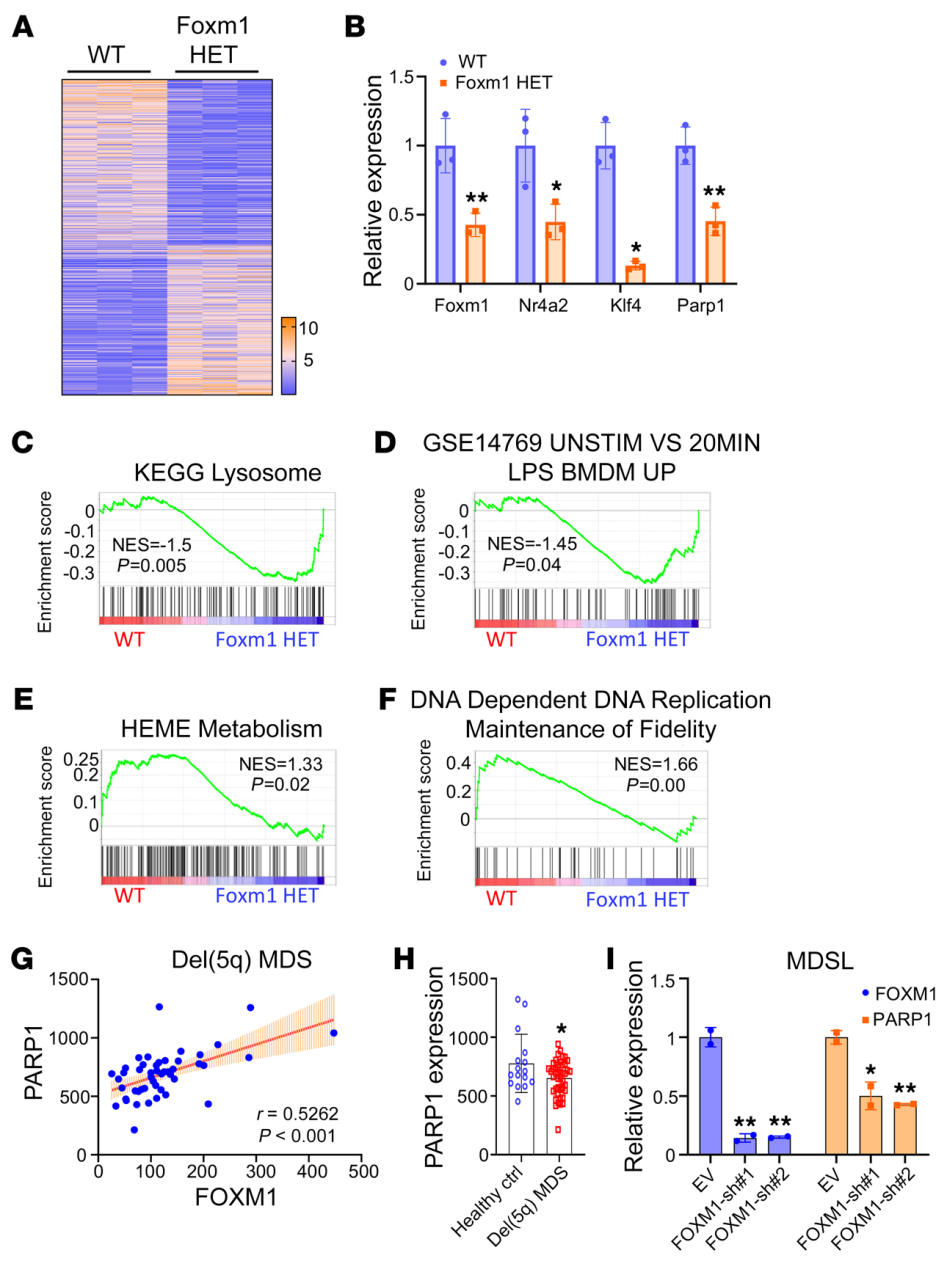
Foxm1 regulates multiple signaling pathways in HSCs. (**A**) Heatmap of expression profiles for genes with *P* < 0.05 (576 genes). (**B**) RT-PCR analysis shows the expression level of genes involved in stem cell functions and DNA damage repair pathway in HSCs from WT(*n* = 3) or *Foxm1* HET(*n* = 3) mice. (**C** and **D**) GSEA plots show, respectively, a positive association with “KEGG Lysosome” and “GSE14769 UNSTIM VS 20MIN LPS BMDM UP” in *Foxm1* HET HSCs compared with WT HSCs. (**E** and **F**) GSEA plots show a negative association with “HEME Metabolism” and “DNA Dependent DNA Replication Maintenance of Fidelity” in *Foxm1* HET HSCs compared with WT HSCs. (**G**) Correlation between *FOXM1* and *PARP1* in MDS with deletion of chromosome 5q [del(5q) MDS] (*n* = 47). *P* value was calculated by Spearman’s *r* correlation. (**H**) Microarray analysis of *PARP1* in CD34^+^ cells from individuals in the healthy control group (*n* =16) or from patients with del(5q) MDS (*n* = 43). (**I**) RT-PCR analysis of *FOXM1* and *PARP1* in MDSL cells transduced *FOXM1* shRNAs and control vector; the results were normalized to *ACTB* expression. Data are presented as mean ± SD. *P < 0.05, **P < 0.01, 2-tailed Student’s *t* test.

**Figure 5:**
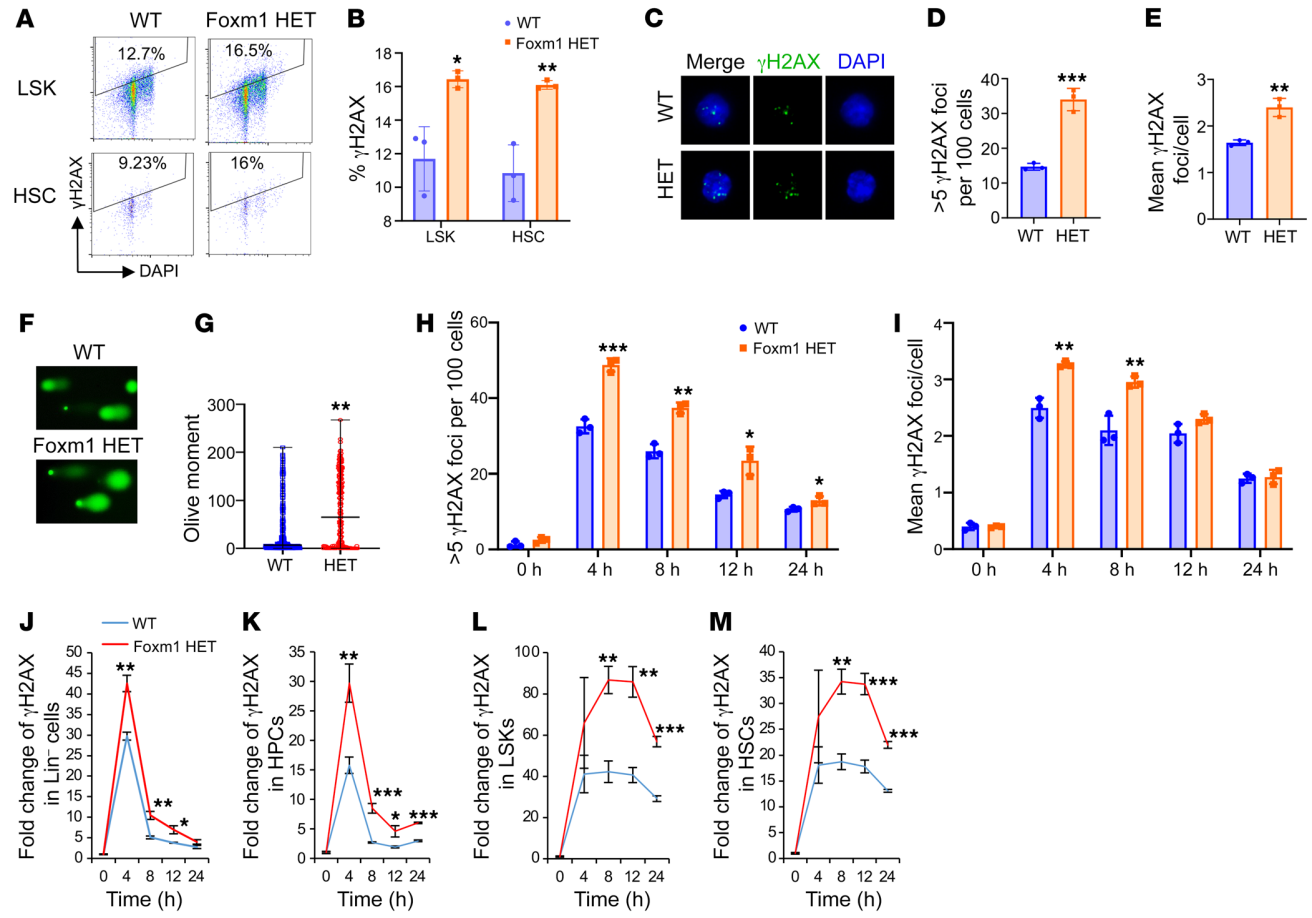
*Foxm1* haploinsufficiency results in a defect in DNA damage repair in HSPCs. (**A**) Representative flow cytometric plots show the percentage of γH2AX^+^ cells in LSK and HSC populations from Tie2-Cre *Foxm1*^fl/+^ mice (*n* = 3) and control mice (*n* = 3) 24 hours after LPS injection. (**B**) Histogram shows the percentage of γH2AX^+^ cells in LSK and HSC populations. (**C**) Representative images of γH2AX foci in Lin^–^c-Kit^+^ BM cells isolated from Tie2-Cre *Foxm1*^fl/+^ and control mice after LPS injection. Magnification: ×63 oil for **C** and ×20 for **F**. (**D**) Quantification of the number of cells with more 5 γH2AX foci per 100 Lin^–^c-Kit^+^ BM cells from the mice injected with LPS after 24 hours. *n* = 3 for each group. (**E**) Quantification of the mean γH2AX foci/cells in Lin^–^c-Kit^+^ BM cells from the mice injected with LPS after 24 hours. *n* = 3 for each group. (**F**) Representative images of the alkaline comet assay detecting DNA damage in Lin^–^c-Kit^+^ BM cells from mice injected with LPS after 24 hours. (**G**) Quantitative results of the tail olive moment for the alkaline comet assay. Three independent experiments were performed, and the results presented are the pooled data from all 3 experiments. (**H**) Quantification of the number of cells with more 5 γH2AX foci per 100 Lin^–^ BM cells exposed to irradiation (0.5 Gy) at different time points. *n* = 3 for each group. (**I**) Quantification of the mean γH2AX foci/cell in Lin^–^ BM cells exposed to irradiation (0.5 Gy) at different time points. *n* = 3 for each group. (**J**–**M**) Kinetics of γH2AX^+^ cells in different populations from the cells exposed to 0.5 Gy irradiation over the indicated period. *n* = 3 for each group. Data are representative of at least 2 independent experiments and expressed as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001; 2-tailed Student’s *t* test.

**Figure 6:**
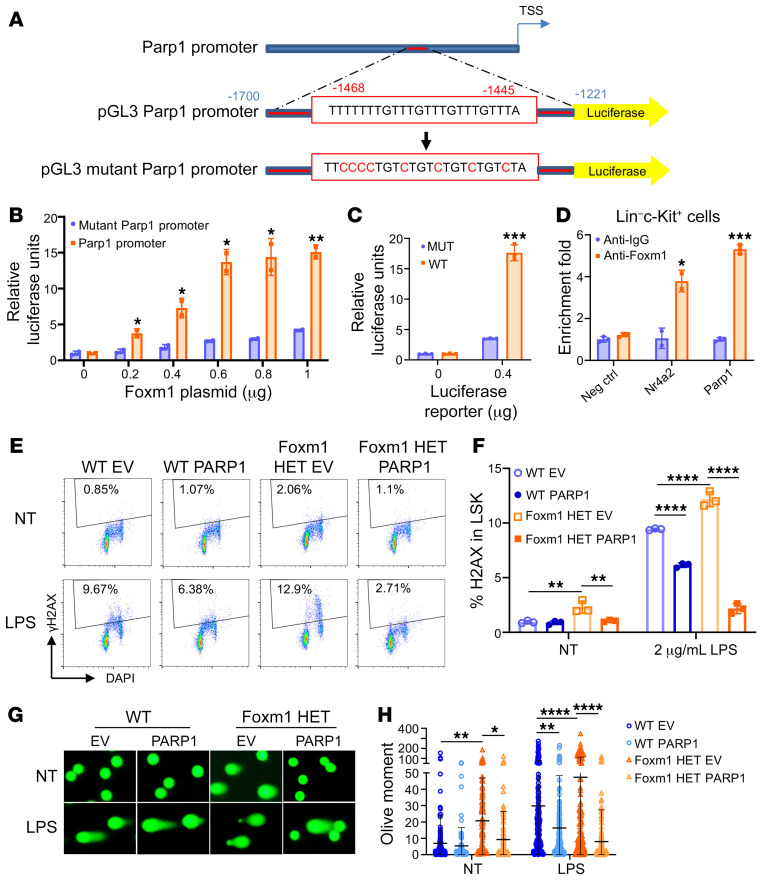
Overexpression of PARP1 rescues the defect of DNA damage repair caused by *Foxm1* haploinsufficiency in HSPCs upon LPS challenge. (**A**) Predicted binding site of Foxm1 in the promoter of Parp1 and the mutant binding site were subcloned to luciferase reporter vector pGL3. (**B**) Luciferase assay in 293T cells. All relative luciferase activity values are corrected for cotransfected Renilla activity. Data are from 3 independent experiments. (**C**) Luciferase assay in K562 cells with mouse Foxm1 expression. (**D**) Cut&Run assay was performed using purified Lin^–^c-Kit^+^ BM cells. RT-PCR shows the enrichment of Foxm1 at the promoter of *Parp1* in Lin^–^c-Kit^+^ HPCs. The intergenic region of *Actb* was used as a negative control. Data are from 2 independent experiments. (**E**) Representative flow cytometric plots show the percentage of γH2AX^+^ cells in LSK population from Lin^–^c-Kit^+^ BM cells transduced Parp1 or MSCV empty vector with or without LPS treatment. (**F**) Histogram shows the percentage of γH2AX^+^ cells in LSK population. (**G**) Representative images of the alkaline comet assay using purified Lin^–^c-Kit^+^ BM cells treated with LPS for 24 hours. Original magnifcation ×20. (**H**) Quantification of the tail olive moment for comet assays. Data are representative of at least 2 independent experiments and presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; 2-tailed Student’s *t* test (**B**–**D**) and 2-way ANOVA with Tukey’s multiple-comparison test (**F** and **H**).

**Figure 7:**
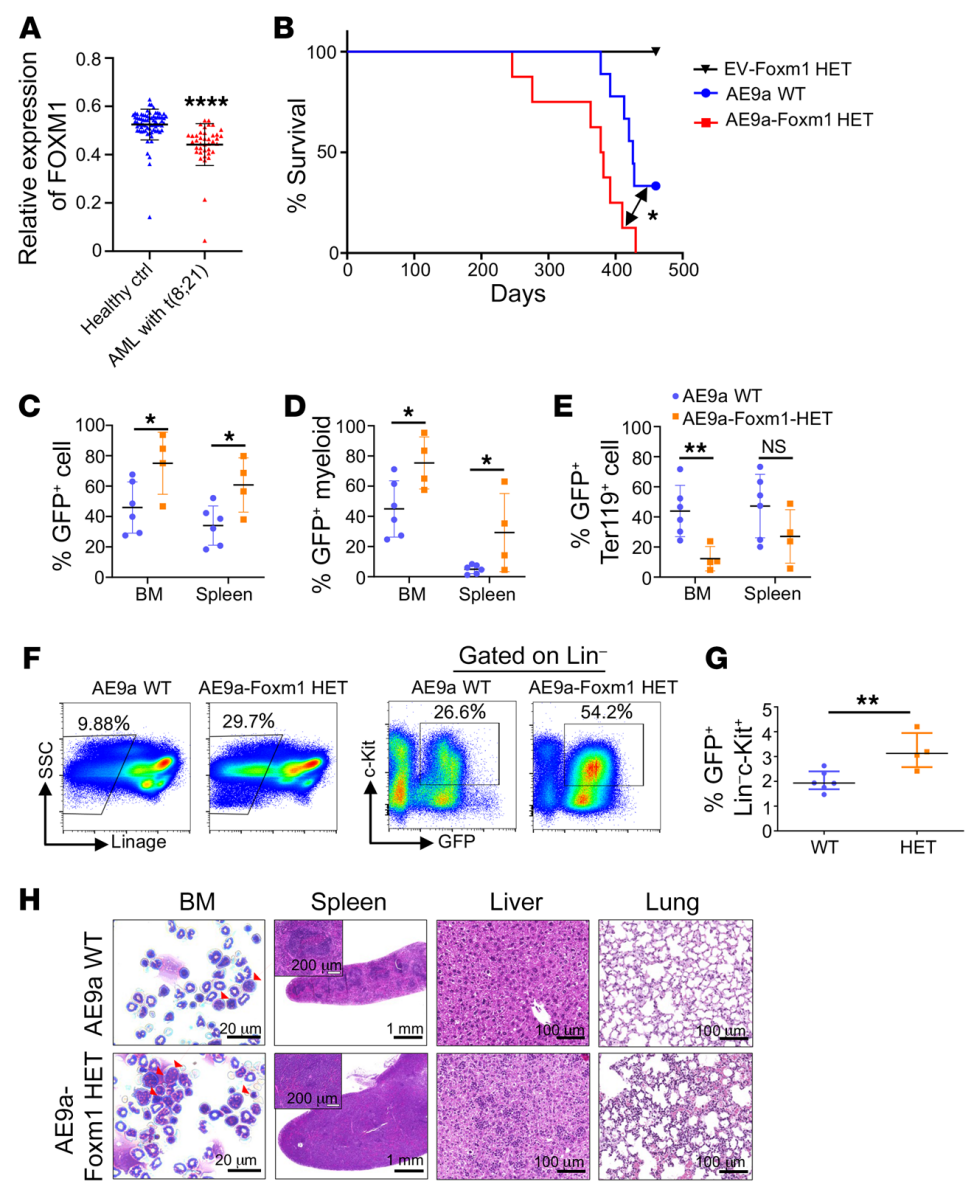
*Foxm1* haploinsufficiency promotes AML1-ETO9a–induced MPN/AML in mice. (**A**) Comparison of expression levels in patients with t(8;21) AML (ref. 66) (*n* = 40) and healthy individuals from the control group (*n* = 74) using data derived from GSE13159. (**B**) Kaplan-Meier survival analysis of EV-*Foxm1* HET mice (*n* = 7), WT AML1-ETO9a (AE9a) mice (*n* = 9), and AE9a-*Foxm1* HET mice (*n* = 8). Log-rank test. The double-headed arrow denotes the difference (*P* value) between two groups as indicated. (**C**) The frequency of GFP^+^ cells in BM and spleen. (**D** and **E**) The frequency of GFP^+^ myeloid cells (**D**) and GFP^+^ red blood cells (**E**) in BM cells and splenic cells. *n* = 6 for WT AE9a group, *n* = 4 for AE9a-Foxm1 HET group. (**F**) Flow cytometric analysis of the percentage of Lin^–^ cells and GFP^+^Lin^–^c-Kit^+^ cells in BM. (**G**) Quantification of the percentage of GFP^+^Lin^–^c-Kit^+^ cells. *n* = 6 for WT AE9a mice, *n* = 4 for AE9a-*Foxm1* HET mice. (**H**) Wright-Giemsa–stained BM cells and H&E-stained spleen, liver, and lung from WT AE9a and AE9a-Foxm1 HET mice. Data are presented as mean ± SD. *P <0.05, **P < 0.01, ****P < 0.0001; 2-tailed Student’s *t* test, or log-rank (Mantel-Cox) test for survival curve. Scale bar: 20 μm (BM); 1 mm (spleen); 200 μm (spleen inset); 100 μm (liver and lung).

# Supplementary material for: Foxm1 haploinsufficiency drives clonal hematopoiesis and promotes a stress-related transition to hematologic malignancy in mice
**Source:** J Clin Invest. 2023 Aug 1;133(15):e163911. doi: 10.1172/JCI163911
**Supplement:** Supplemental data

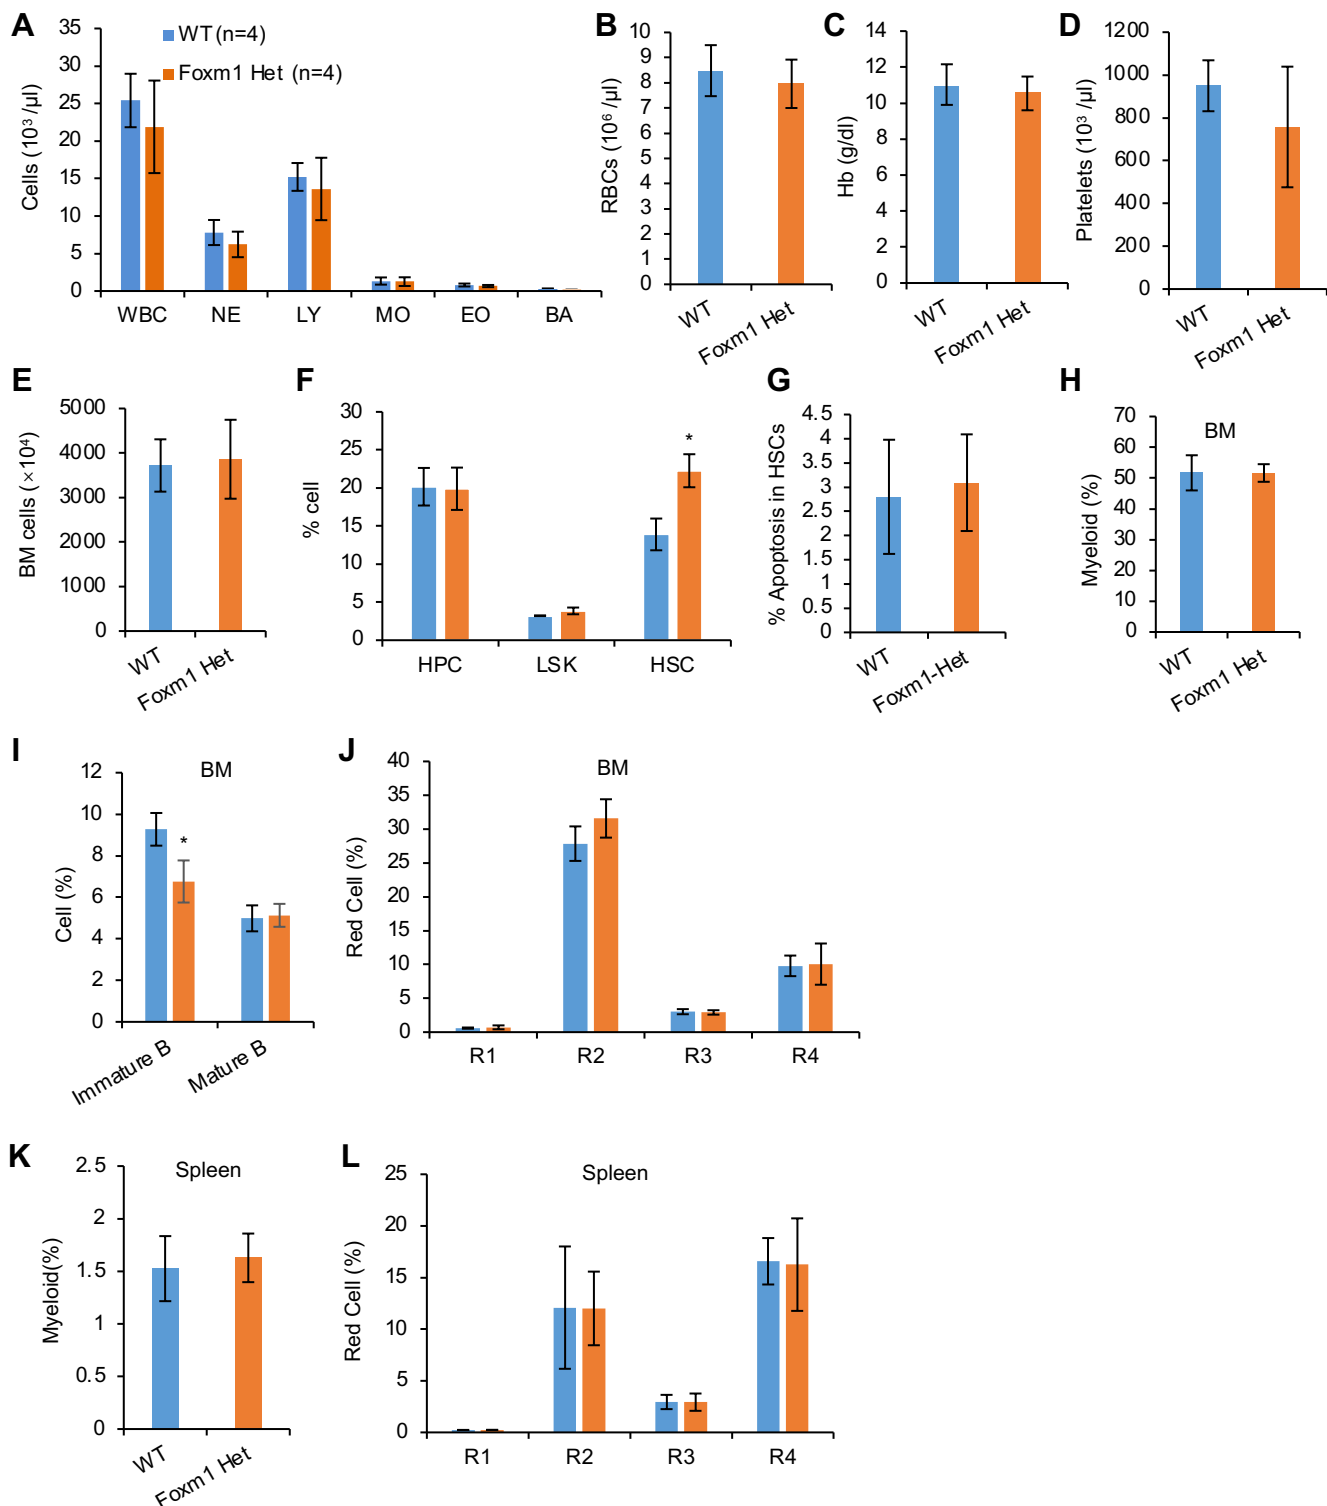

**Supplemental Figure 1. Characteristic of *Foxm1* heterozygous KO mice.** (A) Absolute number of white blood cells (WBC), neutrophils (NE), lymphocytes (LY), monocytes (MO), eosinophils (EO) and basophils (BA), (B) red blood cells (RBC), (C) concentration of hemoglobin (Hb) and (D) platelets (PLT) in peripheral blood from *Foxm1*-heterozygous KO mice(n=4) and WT control mice(n=4). (E) Total BM cells from *Foxm1* heterozygous KO mice (n=5) and WT control mice(n=5). (F) Frequency of HPC, LSK and HSC in BM from *Foxm1* heterozygous KO mice(n=3) and WT control mice(n=3). (G) Flow cytometry analysis shows the percentage of apoptosis in HSCs. WT, n=4; *Foxm1* Het, n=5. The frequency of mature cells in BM including Myeloid (H), B cell(I) and Red cell(J). The frequency of mature cells in spleen including Myeloid(K) and Red cell(L). n=4 for each group. Data are presented as mean  $\pm$  SD, 2-tailed Student's t test; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

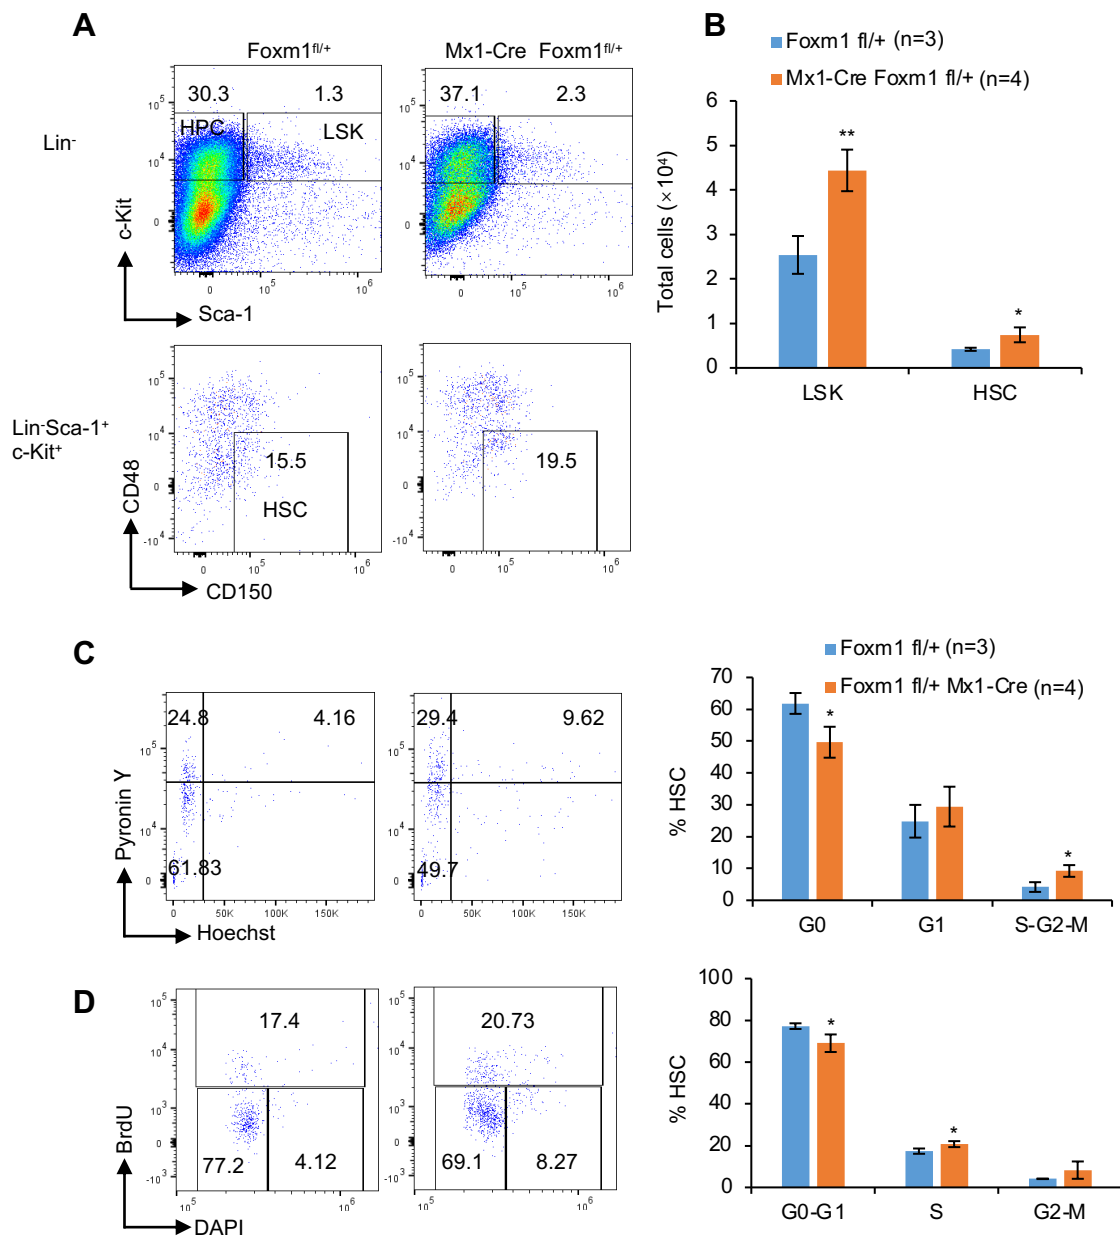

**Supplemental Figure 2. *Foxm1* knockout by Mx1-Cre Increases active HSCs and expands the HSC pool in mice.** (A) Flow cytometric analysis of LSK and HSC in BM cells from *Foxm1*<sup>fl/+</sup> mice (n=3) *Mx1-Cre Foxm1*<sup>fl/+</sup> mice (n=4) after 1 month of plpC injection. (B) A total number of LSK cells and HSCs in BM. (C-D) FACS analysis of cell cycle in HSCs by different staining methods as indicated. Data are presented as mean  $\pm$  SD, 2-tailed Student's t test; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

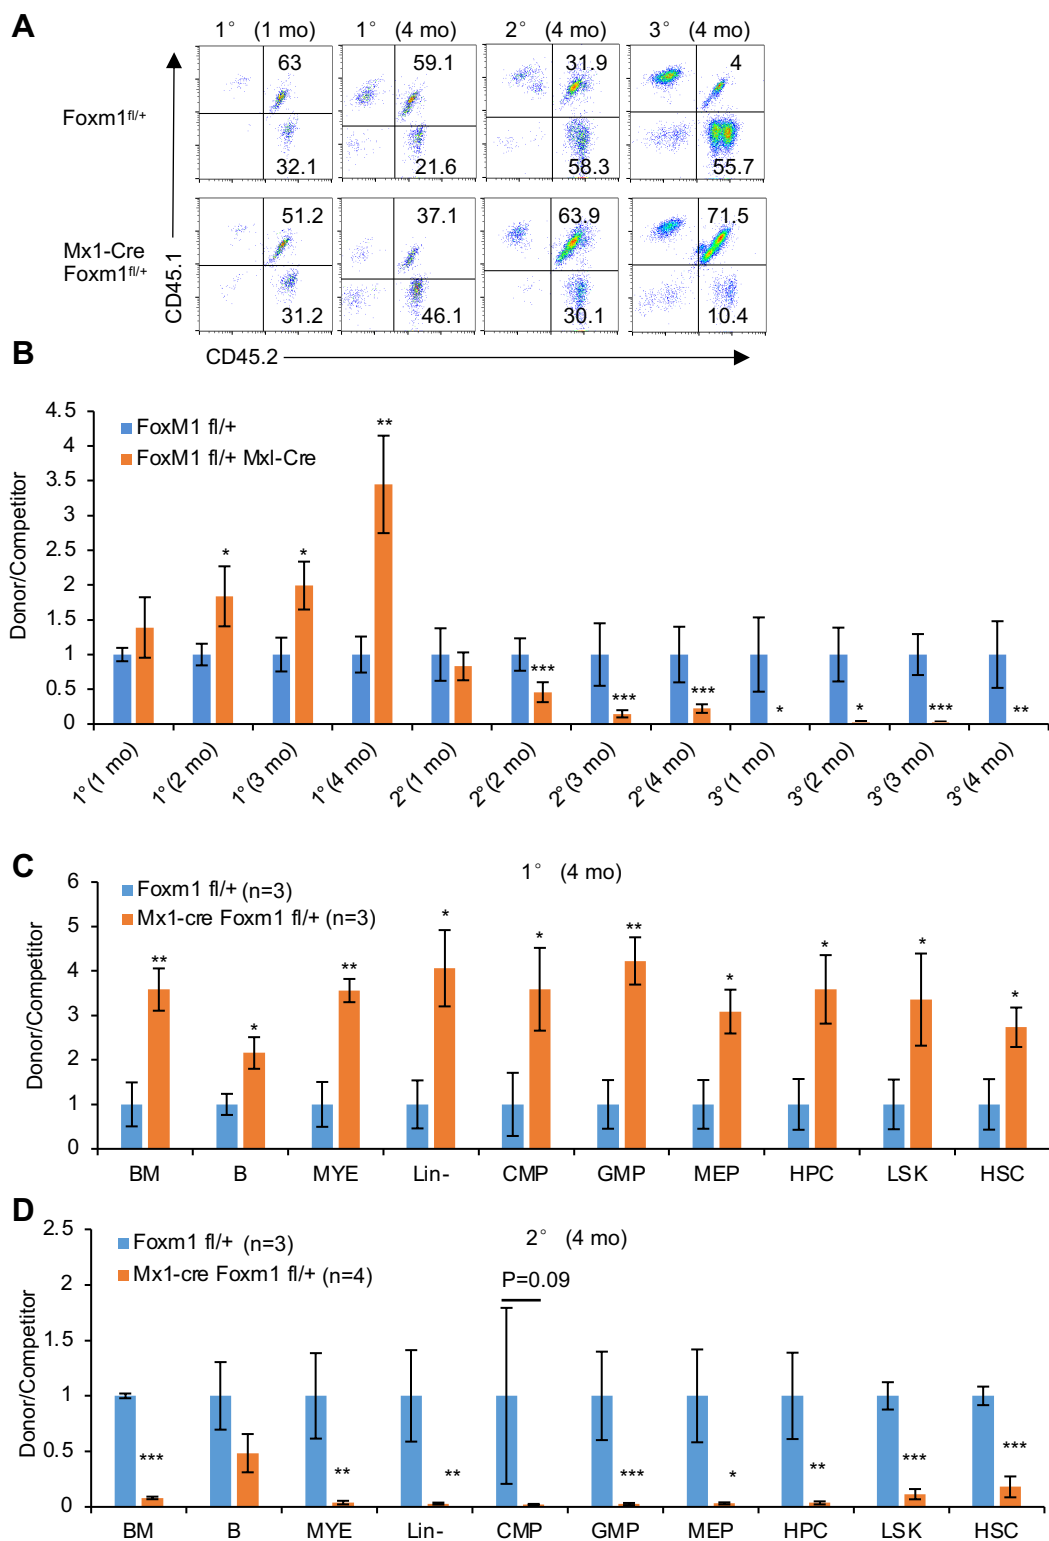

**Supplemental Figure 3. Mice transplanted with BM cells from Mx1-Cre *Foxm1*<sup>fl/+</sup> mice show a transient hypercellular marrow and eventual HSC exhaustion.** (A) Flow cytometric analysis shows frequency of CD45.2<sup>+</sup> CD45.1<sup>-</sup> (donor cells) and CD45.1<sup>+</sup> CD45.2<sup>+</sup> (competitor cells) in peripheral blood from chimeric mice reconstituted with BM cells from *Foxm1*<sup>fl/+</sup> or Mx1-Cre *Foxm1*<sup>fl/+</sup> mice at 1st month after 1st transplantation or 4th month after each round of transplantation. (B) Ratio of Donor-derived cells (CD45.2<sup>+</sup> CD45.1<sup>-</sup>) to Competitor-derived cells (CD45.2<sup>+</sup> CD45.1<sup>+</sup>) in peripheral blood. For WT group, n=3, 6-7, 5 for 1°, 2° and 3° transplantation respectively; for *Foxm1* HET group, n=4-5, 9-10, 3-5 for 1°, 2° and 3° transplantation respectively. (C) Ratio of Donor-derived cells to Competitor-derived cells in BM at 4th month after 1st round transplantation. (D) Ratio of Donor-derived cells to Competitor-derived cells in BM at 4th month after 2nd round transplantation. Data are presented as mean  $\pm$  SD, 2-tailed Student's t test; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

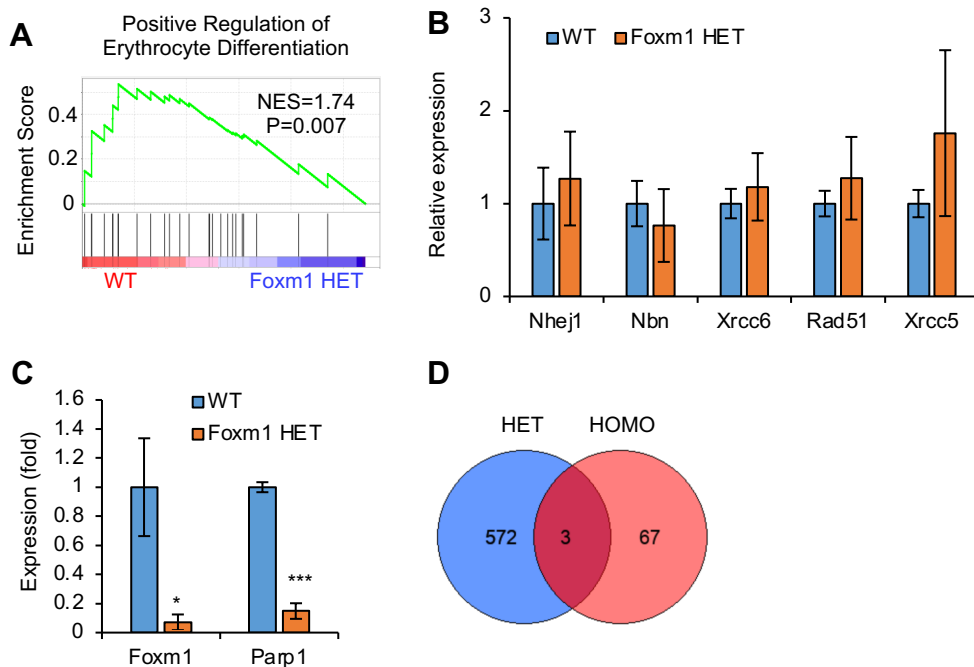

**Supplemental Figure 4. Molecular signaling pathways related with Foxm1 in hematopoiesis.** (A) GSEA polts showing negative association with pathway in "Positive Regulation of Erythrocyte Differentiation" in Foxm1 HET HSCs. (B) RT-PCR analysis shows the expression level of genes in DNA damage repair pathway in HSCs. n=2-3 for each group. (C) RT-PCR shows Parp1 downregulated in 5-FU-enriched progenitor populations from Tie2-Cre; *Foxm1*<sup>fl/+</sup> and control mice injected with 5-FU for 5 days. n=3 for each group. (D) Venn diagram of differentially expressed genes (P value <0.05, FC >2) in *Foxm1* heterozygous HSC(RNA Seq) versus *Foxm1* homozygous HSCs(Microarray). Data are presented as mean  $\pm$  SD, 2-tailed Student's t test; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

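For the heterozygous HSCs, the same selection on the RNA-Seq counts gave 494 genes with an unadjusted p under 0.05 in edgeR's quasi-likelihood test and a fold change over 2. The fold threshold removed no gene, and lowering it to 1.5 left the number unchanged. With limma-voom the selection gave 267 genes. The microarray data of the homozygous HSCs were not analysed here, so the overlap between the data sets was not recomputed.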

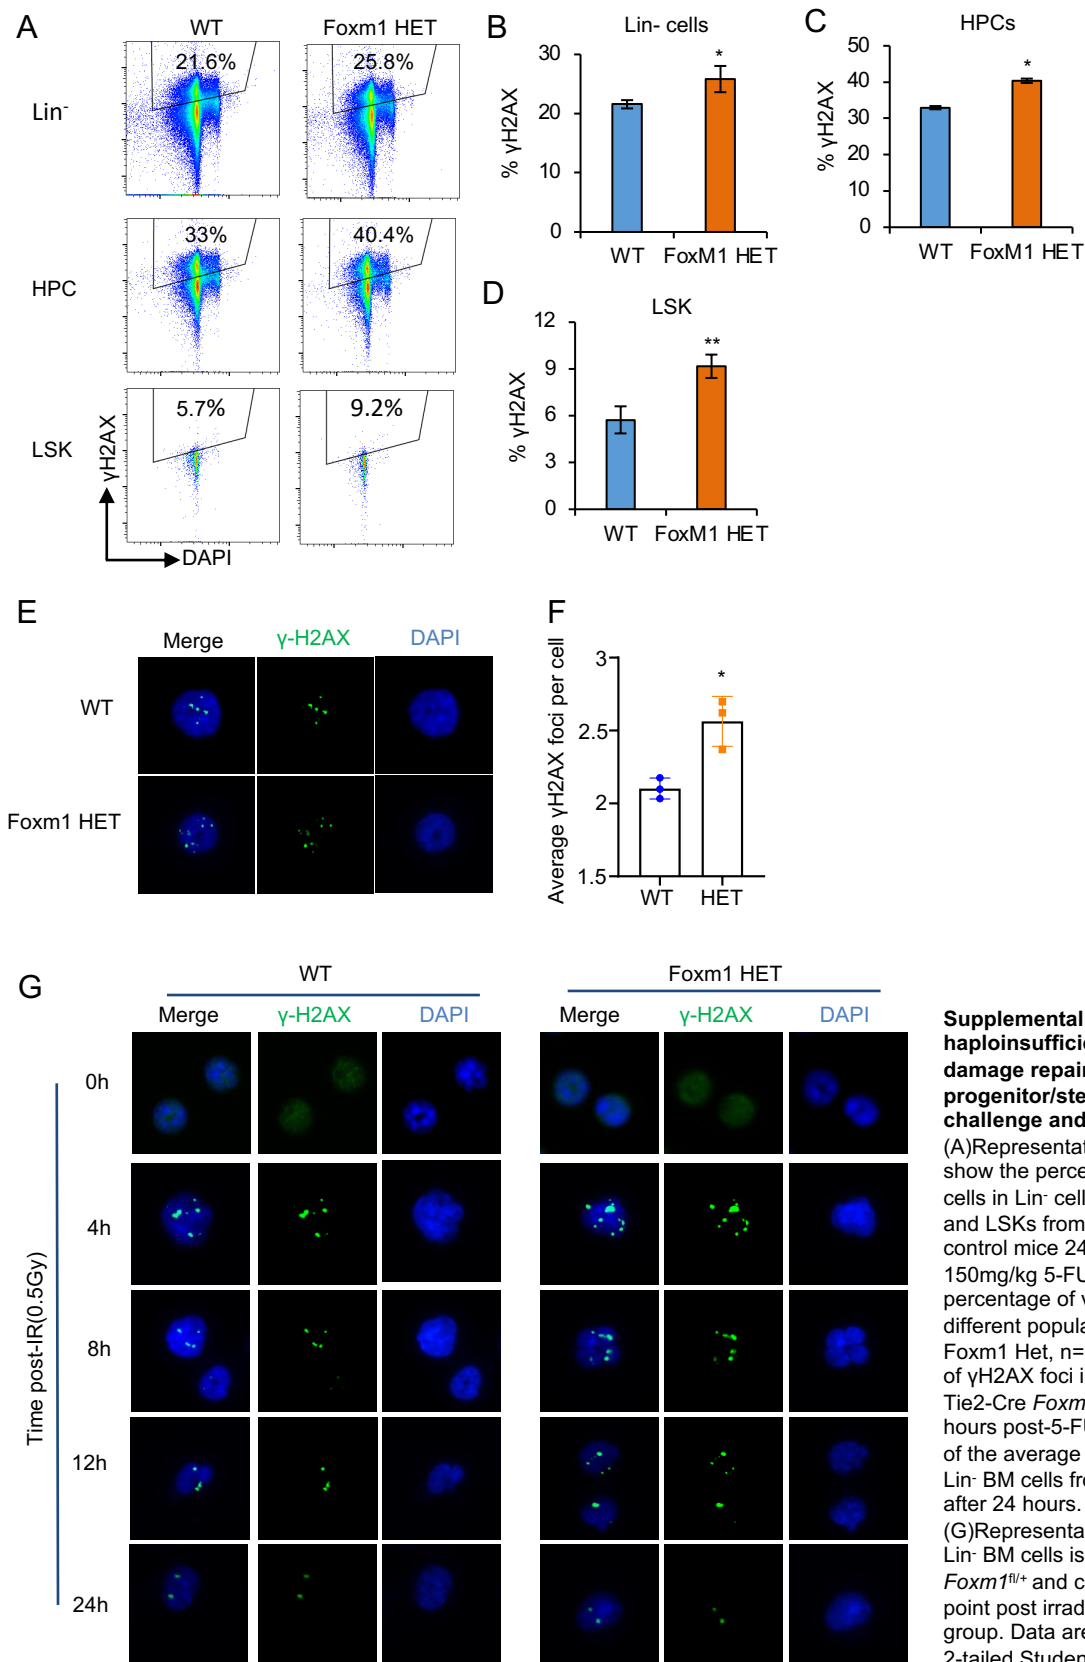

**Supplemental Figure 5. *Foxm1* haploinsufficiency impaired DNA damage repair in hematopoietic progenitor/stem cells upon 5-FU challenge and irradiation.**

(A) Representative flow cytometric plots show the percentage of  $\gamma$ H2AX-positive cells in Lin<sup>-</sup> cells, HPCs (Lin<sup>-</sup>c-Kit<sup>+</sup>Sca-1<sup>-</sup>) and LSKs from Tie2-Cre *Foxm1*<sup>fl/+</sup> and control mice 24 hours after administering 150mg/kg 5-FU. (B-D) Histogram show the percentage of  $\gamma$ H2AX-positive cells in different populations as indicated. WT, n=3; Foxm1 Het, n=3. (E) Representative images of  $\gamma$ H2AX foci in Lin<sup>-</sup> BM cells isolated from Tie2-Cre *Foxm1*<sup>fl/+</sup> and control mice after 24 hours post-5-FU-injection. (F) Quantification of the average number of  $\gamma$ H2AX foci/cell in Lin<sup>-</sup> BM cells from mice injected with 5-FU after 24 hours. WT, n=3; Foxm1 Het, n=3. (G) Representative images of  $\gamma$ H2AX foci in Lin<sup>-</sup> BM cells isolated from Tie2-Cre *Foxm1*<sup>fl/+</sup> and control mice at different time point post irradiation(0.5 Gy). n=3 for each group. Data are presented as mean  $\pm$  SD, 2-tailed Student's t test; \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

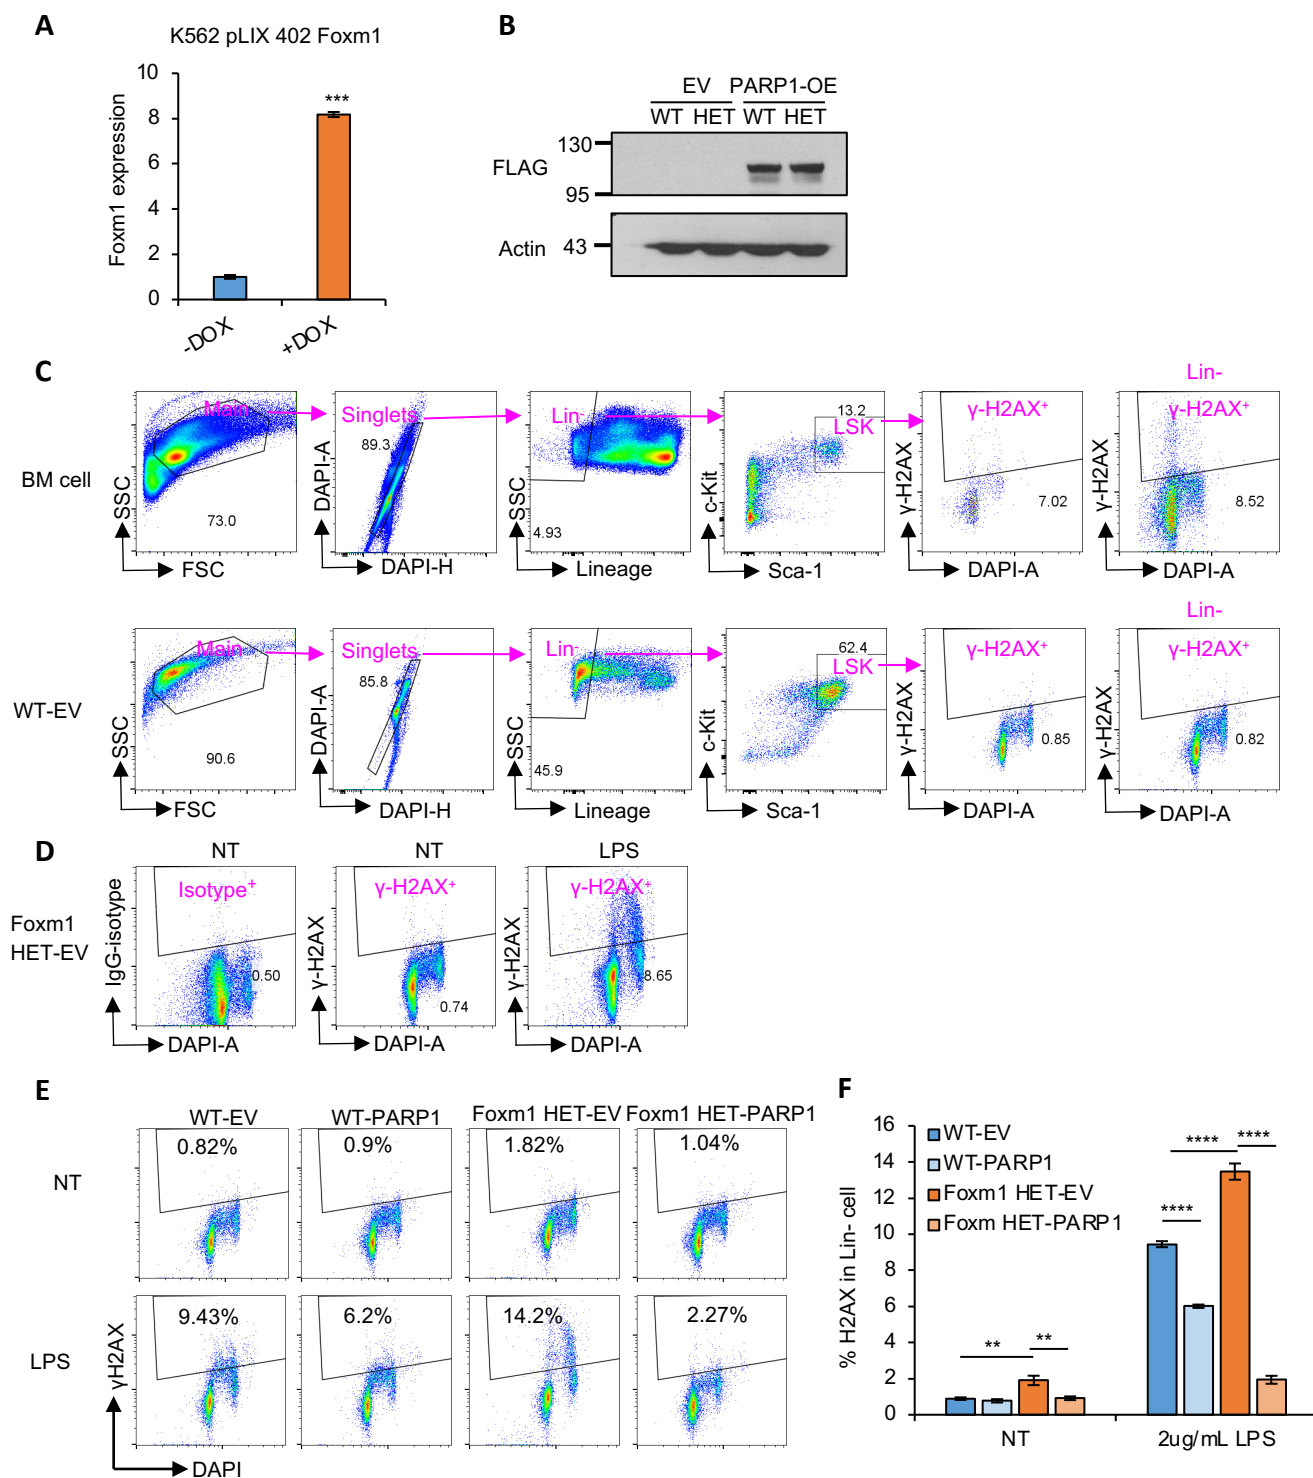

**Supplemental Figure 6. PARP1 rescues the defect on DNA damage repair induced by *Foxm1* haploinsufficiency.** (A) In the luciferase assay, *Foxm1* was overexpressed by the induction of Doxycycline in K562 pLIX 402 *Foxm1* cells. (B) Western blotting shows that PARP1-Flag was overexpressed in Lin<sup>+</sup>-Kit<sup>+</sup> BM cells transduced PARP1. (C) Flow plots show the gating strategy for analyzing  $\gamma$ -H2AX level in Lin<sup>+</sup>-Kit<sup>+</sup> BM cells after LPS treatment. (D) Isotype IgG was used as negative control to set up the gating strategy for analyzing the level of  $\gamma$ -H2AX. (E) Representative FACS analysis of  $\gamma$ H2AX in Lin<sup>+</sup> population for the cells treated with or without LPS. (F) Quantification of the frequency of  $\gamma$ H2AX in Lin<sup>+</sup> population from the cells as indicated after LPS treatment. n=3 for each group. Data are presented as mean  $\pm$  SD, 2-tailed Student's t test or 2-way ANOVA with Tukey's multiple-comparison test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001.

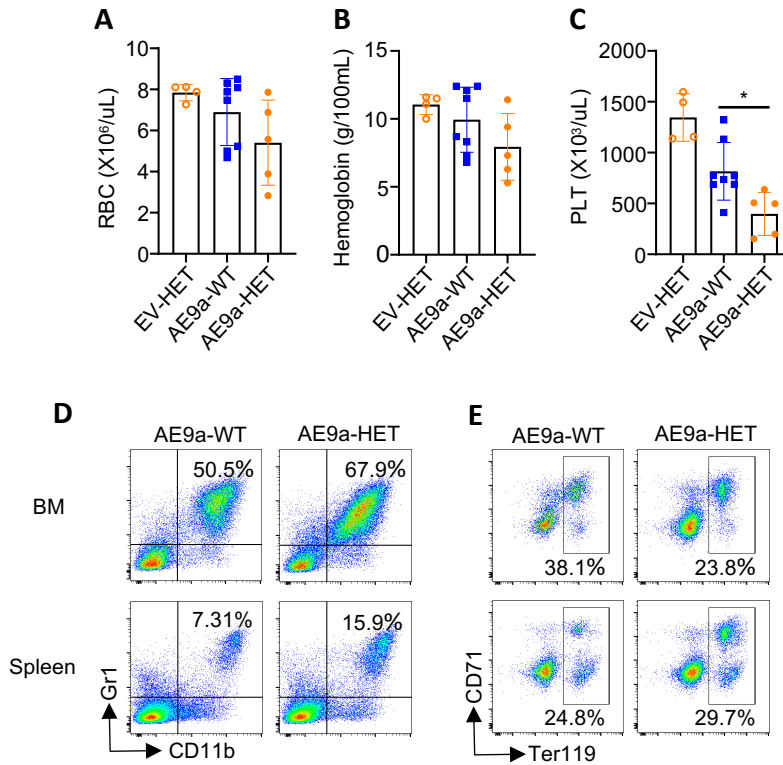

**Supplemental Figure 7. *Foxm1* haploinsufficiency promotes AML1-ETO9a (AE9a)-induced AML progression in vivo.** (A)-(C) Absolute number of red blood cells (RBC), concentration of hemoglobin (Hb) and platelets (PLT) in peripheral blood from receipt mice transplanted with *Foxm1* heterozygous BM cells transduced empty vector(EV-HET), WT BM cells transduced with MSCV-PIG-AE9a(AE9a-WT) and *Foxm1* heterozygous BM cells transduced with MSCV-PIG-AE9a(AE9a-HET). n=4 for EV-HET group, n=8 for AE9a-WT group, n=5 for AE9a-HET group. Data are presented as mean  $\pm$  SD, 2-tailed Student's t test. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001. (D)-(E) Representative flow plots show the frequency of Myeloid cells (D) and Red blood cells (E) in GFP<sup>+</sup> BM cells and splenic cells from mice transplanted with AE9a-WT and AE9a-Foxm1 HET cells.

How the deposited data were processed for this re-analysis (not part of the article)

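RNA-Seq was performed on LT-HSCs from 3 WT and 3 Foxm1 HET mice at 8 weeks of age. The paper states that reads were checked and trimmed, that single reads of 50 bp were aligned to GRCm38 with STAR 2.7.2b, and that enrichment was tested with GSEA. The paper's text names no counting program and no test for differential expression in the RNA-Seq. Its statistics section gives a Student's test or analysis of variance for the paper as a whole. The authors deposited raw read counts per gene for 27179 genes, with gene coordinates and lengths and NCBI gene identifiers. The layout is that of featureCounts, and the use of strand, of reads mapping to several places and of duplicates is not given in the files. The authors also deposited a normalized table of 12179 genes on a log2 scale. From its values, it ranks genes in each library as counts divided by gene length do, with no gene more than 1 rank off, and its libraries share a common distribution apart from tied values, as quantile normalization leaves. Every gene in it reached a TPM of at least 1 in at least 1 library. Gene symbols came from the normalized table for 12179 genes and from the RefSeq gene table of GRCm38.p6 for a further 13383, so that 94.0% of identifiers had a name. All columns were matched to samples by their names.

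Libraries were assigned to WT and Foxm1 HET by the genotype in the sample labels. The Foxm1 HET libraries carry titles that name the floxed allele without a Cre driver. In the paper, mice with 1 floxed allele and no Cre are the controls, so the titles alone do not mark these libraries as heterozygous. The genotype labels do, and Foxm1 was lower in each of these libraries than in each WT library. The paper uses Foxm1 HET for Tie2-Cre mice with 1 floxed allele in its methods and for Mx1-Cre mice in Supplemental Figure 3, and its RNA-Seq section does not name the driver. Each group had 3 libraries, and library totals ran from 14573002 to 25798509 counted reads. PCR duplicates cannot be told apart in counts of this kind, so counting error understates the true error, and the spread between libraries sets the precision. The biological coefficient of variation that edgeR estimated over all genes was 1.66.

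Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were left out by edgeR's default filter, libraries were scaled by TMM, and genotypes were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment over the 8195 genes kept. A standard error is the log2 fold change divided by the square root of the test's F statistic. It draws on a spread shared across genes, so it can be wider or narrower than a gene's own spread between libraries. For Nr4a2 it was 1.85, against 0.421 in the linear model on log2(CPM + 1), and for Rad51c 2.46 against 3.38. Log2 CPM used a prior count of 2. The genotypes were also compared gene by gene with an exact permutation test, two-sided, whose smallest p is 0.1 with 3 libraries against 3. Gene lists were tested with limma 3.58.1 (voom and camera, with an inter-gene correlation of 0.01), Benjamini-Hochberg adjusted over the 5 lists that stand for the pathways in Fig. 4 and Supplemental Fig. 4. The lists were written from general knowledge before the data were examined. They are not the Broad Institute's gene sets, which were not used here, and their results concern these lists only.

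The genes named were chosen by a rule fixed before the data were examined. They are each gene the paper names for HSC expression, up to 4 genes with the largest increase and 4 with the largest decrease among genes with an adjusted p under 0.05, non-overlapping genotypes and a mean of at least 1 CPM, and up to 4 genes per list with the smallest p in the direction of the list. Only 1 gene met the rule for a decrease. Of all the genes chosen in these ways, 1 is not reported here, and it is included in the counts given over genes.

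The alternatives tried were RLE, upper-quartile and library-size scaling, no filter or at least 10 counts in every library, the replicate number as a block, each library left out in turn, DESeq2 1.42.0, limma-voom, a linear model per gene on log2(CPM + 1) or log2(CPM + 0.1), and the deposited normalized table with limma. DESeq2 was run with its outlier cut-off (by Cook's distance) and its independent filtering turned off, so its calls are not those of its default settings. For lists the alternatives were camera with an estimated correlation, fgsea 1.28.0 and fry. The alternative set for the normalized table assumed linear values and took log2(value + 1). Because the table is already on a log2 scale, limma on its values as deposited was added after its unit was seen, and a linear model per gene on the same table was added after the data were seen. The replicate numbers come from the sample titles, and the paper's methods speak of 3 pairs of mice.

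The models were tested on simulated counts for the same genes with 200 genes changed by 3 on the log2 scale. With little spread between libraries (dispersion 0.05), edgeR called 200 of the 200 changed genes among 8184 tested, with 11 unchanged genes also called. With the dispersions estimated from these libraries, it called 0 of the 184 changed genes among 7584 tested. DESeq2, run with the same settings as on the data, then called 158 genes, of which 135 were unchanged. With the same dispersions, a list of 57 genes had a p of 7.03e-07 with camera, 0.00302 with fry and 5.25e-08 with fgsea. This list was drawn in equal parts from raised and unchanged genes before genes with low counts were left out. For a list of 55 unchanged genes, among them those of the first list, the p values were 0.184, 0.106 and 0.251. These simulated lists do not bear on changes smaller than 3 on the log2 scale.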

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

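The tests of whether one library carries the calls and of the share of counts in the largest genes were chosen after the result was seen.

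Of 8195 genes, 27 had an adjusted p under 0.05 between WT and Foxm1 HET in edgeR's quasi-likelihood test, and the paper's text names none of them. They were picked out because they are a signal outside the genes the paper discusses. With 26 of the 27 higher in Foxm1 HET, the direction was one-sided, whereas the 494 genes at an unadjusted p under 0.05 were divided into 282 higher and 212 lower. Counting the real one, 2 of the 10 divisions of the same 6 libraries into 3 and 3 had 27 or more genes at an adjusted p under 0.05. The other division, of WT replicates 1 and 2 and Foxm1 HET replicate 1 against the rest, also had 27, and the divisions other than the real one ranged from 1 to 27 with a median of 24. Of the 4 divisions that part all 3 same-numbered pairs, only the real one gave as many, and the other 6 divisions part 1 pair. With 10 divisions the share cannot go below 0.1, so the calls cannot be told apart from a chance division of the libraries.

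A single library held the highest level of most of these genes. Of the 27 genes, 26 (96.3%) had their highest CPM in Foxm1 HET replicate 2, which held the highest level of 19.4% of all genes tested. This library had the fewest counted reads, 14573002, and the fewest genes with at least 10 reads, 4467. A candidate explanation is therefore that large counts in this library alone carry the calls. Among the Foxm1 HET libraries, the calls were lost only without replicate 2. The number of genes with an adjusted p under 0.05 was then 0 (626 at an unadjusted p under 0.05), against 26 without Foxm1 HET replicate 1 and 29 without Foxm1 HET replicate 3. It was also 0 without WT replicate 1 (615) or WT replicate 2 (549) and 1 without WT replicate 3, but the fold changes of the increased genes examined did not fall in the same way. The log2 fold changes of Maf1, Gid8, Cep57l1, Rad51c and Syde1 were 5.00, 2.46, 1.97, 1.08 and 6.28 without Foxm1 HET replicate 2. They lay between 10.03 and 12.82 in the fits that left out any other library. Map1s, the 1 called gene that was lower, went the other way. Its log2 fold change was -11.09 without Foxm1 HET replicate 2, against -9.52 with all libraries.

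Other technical explanations were tested. Of the 27 genes, 11.1% were at or under 3 reads in some library of the higher group or in every library of the lower group. This measure cannot exclude on-or-off detection, because genes with few reads in most libraries can lie above the cut-off. Zdhhc12, the gene with the smallest p, had 6, 16 and 41 reads in WT and 27, 52319 and 18 in Foxm1 HET replicates 1, 2 and 3. After every library was thinned to the smallest total, 23 genes were called, 21 of them among the 27. Across genes, Spearman's rho of the log2 fold change was 0.0463 with gene length and -0.00576 with transcript GC content, which was known for 96.1% of the genes. The mean share of counts in the 10 largest genes differed by 0.0263 percentage points between the genotypes, which does not bear on a single library. By library this share was 34.0%, 27.8% and 34.6% in WT and 34.1%, 35.1% and 27.3% in Foxm1 HET replicates 1, 2 and 3. The TMM factor of Foxm1 HET replicate 2 was 0.453, against 0.757 to 1.67 in the other libraries, and with library size only 7 of the 27 genes were called. A difference in composition of this library therefore remains open. An effect of the genotype was not shown, because this difference, on-or-off detection, the dependence on one library and the chance division remain.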

How the results depend on the processing

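The number of genes with an adjusted p under 0.05, 27 with edgeR, changed under most alternatives set before the data were examined. It was 10 with RLE normalization, 43 with upper-quartile normalization, 7 with library size only (6 higher and 1 lower, against 26 and 1), 409 with DESeq2 and 4 with limma-voom (all 4 lower), and 36 with no filter on low counts. It was 0 with at least 10 counts in every library (157 at an unadjusted p under 0.05), 0 with a linear model per gene on log2(CPM + 1) (351) or log2(CPM + 0.1) (357), and 0 with limma on log2(value + 1) of the deposited normalized table (572). On that table, 0 passed with limma on the values as deposited (576) and 0 with a linear model per gene (468), both added after seeing the data. The 6 fits that each left out one library gave from 0 to 29 genes. Of the 27 genes, 10 were shared with RLE normalization, 7 with library size only, 27 with upper-quartile normalization, 27 with DESeq2 and 0 with limma-voom. In simulated counts with the spread of these libraries, 135 of the 158 genes DESeq2 called were unchanged.

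The number with an unadjusted p under 0.05, 494, was 310 with library size only, 977 with no filter, 157 with at least 10 counts in every library, 1351 with DESeq2 and 271 with limma-voom, and with a fold change over 2 as well it was 310, 977, 157, 1351 and 267. Upper-quartile normalization moved the division from 282 higher and 212 lower to 336 and 130. The median log2 fold change of all genes was -0.26, and it shifted by 0.13 with RLE, 0.40 with upper-quartile and 0.36 with library-size scaling. The cause of these changes was not tested.

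With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 108 an unadjusted p under 0.05 (108 also with a fold change over 2). The log2 fold changes were -3.85 for Foxm1, -5.51 for Nr4a2, -5.07 for Klf4 and -3.24 for Parp1 with the block. The adjusted p of the lists with the block was 0.859 for lysosome, 0.859 for LPS response (ranked lower in Foxm1 HET), 0.147 for heme metabolism, 0.517 for replication fidelity and 0.588 for erythrocyte differentiation. The deviations of same-numbered libraries from their group means had a mean correlation of -0.0259 across genes, against 0.0132 for other pairs. No pairing by number was seen, but with 3 libraries per group and this spread a weak pairing cannot be excluded.

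Foxm1, Nr4a2, Klf4 and Parp1 were lower in Foxm1 HET under each alternative that could test them. Foxm1 had too few reads in Foxm1 HET replicate 2 for the filter of at least 10 counts in every library, and no fold changes were taken from log2(value + 1) of the normalized table. Nr4a2 passed the adjusted threshold only with DESeq2 (log2 fold change -5.22, adjusted p = 0.00565, range over alternatives 0.00565 to 1). Leaving out one library moved Icam1 between -1.24 and 4.46, Cxcl2 between -0.020 and 5.95, Blvrb between -8.76 and 0.24, Ubac1 between -8.48 and 0.14 and Nbn between -1.29 and 10.2 on the log2 scale, and the block put Icam1 at -0.33. For the genes named besides Foxm1, Nr4a2, Klf4 and Parp1, 394 values kept their direction and side of the threshold, 71 no longer passed, 7 newly passed and 6 changed direction. Glb1, Cln3, Ctso, Rhd, Timeless and Etaa1 were among those that newly passed, each with DESeq2.

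The LPS response list ranked lower in place of higher with RLE normalization (adjusted p = 0.992), library size only (0.972) and at least 10 counts in every library (0.312, range over alternatives 0.312 to 0.996), and in 4 of the 6 fits that left out one library. The lysosome list did so with that filter (0.914, range over alternatives 0.247 to 0.996). Erythrocyte differentiation passed with fgsea (adjusted p = 0.0454, range over alternatives 0.0454 to 0.996). Over the fits that left out one library, the adjusted p ranged from 0.642 to 0.949 for lysosome, 0.52 to 0.949 for LPS response, 0.0473 to 0.949 for heme metabolism, 0.252 to 0.949 for replication fidelity and 0.0401 to 0.949 for erythrocyte differentiation, the lowest for heme metabolism and erythrocyte differentiation being without Foxm1 HET replicate 2. The depth of Foxm1 HET replicate 2, 14573002 counted reads, limits what can be said of genes with few reads in it.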

Differences from the paper's values

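The paper gives 50 M reads per sample, and the counts came to 21.7 M per library on average (SD 4.15 M between libraries), where the count table holds only reads counted on genes. None of the alternatives changes this total.

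The paper's RT-PCR values for individual mice, in its supporting data, give log2 fold changes that are set here beside the RNA-Seq. The errors given are SDs between mice or libraries, and the paper's are computed from its individual values. The values are compared by the larger of both SDs, so a value within it can still lie far from the paper's. For Nr4a2 the paper's value is -1.16 (SD 0.404) and the RNA-Seq value -5.50 (SD 0.528), and none of the alternatives set before the data were examined came within the larger SD of the paper's value. For Parp1 the paper's value is -1.14 (SD 0.263) and the RNA-Seq value -3.30 (SD 1.34), and of those alternatives only the fit without WT replicate 2 came within the larger SD, at -2.22. For Foxm1 the paper's value is -1.23 (SD 0.274) and the RNA-Seq value -3.30 (SD 1.89). It came within the larger SD, 1.89, of the paper's value with upper-quartile normalization (-2.81), library size only (-2.48), without WT replicate 3 (-2.86) and without Foxm1 HET replicate 2 (-2.69), and not with the other alternatives set before the data were examined. It also did so with limma on the deposited normalized table (-3.08), chosen after seeing the values, and with a linear model per gene on that table (-3.08), chosen after seeing the values. The SD of 1.89 is that of log2 CPM and was used for each alternative. In the deposited table Foxm1 was 4.63, 5.66 and 6.12 in WT and 2.29, 2.40 and 2.47 in Foxm1 HET. Its spread there was narrower, so being within 1.89 does not show agreement for that table. For Klf4 the paper's value is -2.92 (SD 0.286) and the RNA-Seq value -4.04 (SD 2.62), within the larger SD with each of the alternatives except limma-voom (-5.75).

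The paper counts 273 genes up and 303 down, 576 in all, against 282, 212 and 494 here. Limma on the deposited normalized table, with values as deposited and chosen after seeing the values, gave 576 genes at an unadjusted p under 0.05, with 275 higher and 301 lower. The smallest adjusted p in that fit was 0.775.

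The paper reports Nr4a2, Klf4 and Parp1 as significantly or markedly lower by RT-PCR, and in the RNA-Seq their adjusted p was 0.26, 0.806 and 0.789. These values are adjusted over all genes tested, whereas the RT-PCR compared single genes by Student's t test, so the thresholds are unlike. The unadjusted p of Nr4a2 was 0.00301 in edgeR's quasi-likelihood test. Klf4 and Parp1 had log2 fold changes of -4.04 (standard error 2.02) and -3.30 (standard error 1.64). With DESeq2 the adjusted p of Nr4a2 was 0.00565. The paper reports higher expression of lysosome and LPS response genes, and the lists used here had an adjusted p of 0.951 each. It reports lower expression of replication fidelity genes, and the list used here ranked higher in Foxm1 HET with an adjusted p of 0.472. It reports lower expression of heme metabolism and erythrocyte differentiation genes, and those lists ranked lower with an adjusted p of 0.379 each. The erythrocyte list had an adjusted p of 0.0454 with fgsea, and without Foxm1 HET replicate 2 the heme and erythrocyte lists had 0.0473 and 0.0401. The gene lists are not the paper's gene sets, and the LPS list may differ from the paper's set in direction.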

Other observations

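The tests of immediate-early genes, of macrophage and neutrophil markers and of Foxm1 in the normalized table, and the division counts for the immediate-early and neutrophil lists, were chosen after related values were seen.

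More genes differed at an unadjusted p under 0.05 when the libraries were divided across genotypes than when they were divided by genotype. All 10 divisions of the 6 libraries into 3 and 3 gave at least the 494 genes of the real one, and the other 9 gave between 505 and 852. The same 10 of 10 held with a fold change over 2. With limma on the deposited normalized table, which gave 576 genes, 5 of the 10 divisions gave as many, counting the real one, and the 9 divisions other than the real one ranged from 546 to 640. Among the 4 divisions that part all 3 same-numbered pairs, 4 and 3 gave as many by the respective tests. For the lists, a camera p as small came from 7 of 10 divisions for lysosome, 9 for LPS response, 3 for heme metabolism, 4 for replication fidelity and 2 for erythrocyte differentiation. Since the share cannot go below 0.1 with 10 divisions, the design could not have excluded chance for any of these.

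Foxm1 in Foxm1 HET replicate 2 had 5 reads, and its value in the deposited normalized table is 2.40, between the 2.29 and 2.47 of Foxm1 HET replicates 1 and 3, which had 659 and 742 reads. Its log2(TPM + 1), computed from the counts, is 0.230. Quantile normalization of log2(TPM + 1) over the same genes gave 2.36, which differs from the deposited value by -0.0352, and the values it gave for the 6 libraries all lay within 0.0386 of the deposited ones. Quantile normalization of this kind therefore accounts for the deposited values of the 3 Foxm1 HET libraries lying closer together than the counts do.

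Nr4a2 and Klf4 are also induced early by cell stimulation, so a general difference in that response between the cells of the libraries might lower both. A list of 28 tested immediate-early genes without Nr4a2 and Klf4 ranked lower in Foxm1 HET, with 17 genes lower and 11 higher and a median log2 fold change of -0.374, where the median of all genes was -0.26. Limma's camera test gave a p of 0.0172, which became 0.0522 when adjusted over the 9 marker lists. The rank was lower under each of 3 other scalings, with p between 0.00662 and 0.536. Over the 6 fits that left out one library, p lay between 0.000166 and 0.774, and 2 of 10 divisions gave a p as small. Single genes differed widely, with log2 fold changes of -3.73 for Atf3 and -4.97 for Egr2 and of -0.66 for Fos, 0.23 for Egr1 and 0.51 for Dusp1, genes chosen after their values were seen. None of the 28 had an adjusted p under 0.05. A list of 10 heat-shock and stress genes also ranked lower in Foxm1 HET, with 8 genes lower and 2 higher and a median log2 fold change of -0.590. Its camera p was 0.451 (adjusted p = 0.58), so a difference was neither shown nor excluded. Nr4a2 and Klf4 fell by 5.50 and 4.04 on the log2 scale, and of the immediate-early list Egr2 and Cebpd (-4.39) fell at least as far as Klf4, Cebpd also being picked out after its values were seen. Whether the decrease of Nr4a2 and Klf4 is part of a general difference in either list was neither shown nor excluded.

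RNA from mature cells might contribute to the lysosome, LPS response and heme lists. If macrophage or neutrophil RNA raised the lysosome and LPS lists, its markers would rank higher in Foxm1 HET. They ranked lower, with a camera p of 0.041 for 7 macrophage markers and 0.000317 for 14 neutrophil markers (adjusted p = 0.0922 and 0.00285). The neutrophil list also ranked lower under each of 3 other scalings and in each of the 6 fits that left out one library. A higher rank, which this explanation needs, did not occur in these fits. The size of the p was not stable. It was 0.231 with upper-quartile scaling, 0.428 without Foxm1 HET replicate 1 and 0.978 without Foxm1 HET replicate 3. It was 8.9e-09 without WT replicate 2 and 1.8e-05 without Foxm1 HET replicate 2. With all libraries, 6 of 10 divisions gave a p as small as the real one. Neutrophil markers took 1.29%, 0.556% and 1.59% of the counts of the WT libraries and 0.876%, 0.849% and 0.160% of the Foxm1 HET libraries. The 12 erythroid markers tested ranked lower, with 10 genes lower and 2 higher, a median log2 fold change of -1.99 and a camera p of 0.151 (adjusted p = 0.227), so erythroid RNA was neither shown nor excluded as a source of the lower rank of the heme list. Of the 9 marker lists, those not tied to a test were 12 HSC markers (lower, adjusted p = 0.685), 3 B-cell markers (lower, adjusted p = 0.209) and 4 megakaryocyte markers (higher, adjusted p = 0.0522), and no explanation was tested for these.

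If the lower level of Foxm1 changed its known G2/M target genes, these would be lower in Foxm1 HET LT-HSCs. The 24 target genes tested were 12 higher and 12 lower, with a median log2 fold change of -0.00856 and a camera p of 0.685. In libraries of this spread the test cannot exclude a small change.

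Xist had between 79593 and 182360 reads in all 6 libraries, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together had at most 13 reads in a library.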
